# A novel anti-HER2 anthracycline-based antibody-drug conjugate induces adaptive anti-tumor immunity and potentiates PD-1 blockade in breast cancer

**DOI:** 10.1186/s40425-018-0464-1

**Published:** 2019-01-21

**Authors:** Lucia D’Amico, Ulrike Menzel, Michael Prummer, Philipp Müller, Mélanie Buchi, Abhishek Kashyap, Ulrike Haessler, Alexander Yermanos, Rémy Gébleux, Manfred Briendl, Tamara Hell, Fabian I. Wolter, Roger R. Beerli, Iva Truxova, Špíšek Radek, Tatjana Vlajnic, Ulf Grawunder, Sai Reddy, Alfred Zippelius

**Keywords:** Antibody-drug conjugates, HER2-positive breast cancer, Anthracycline, Checkpoint inhibitor combination therapy

## Abstract

Increasing evidence suggests that antibody-drug conjugates (ADCs) can enhance anti-tumor immunity and improve clinical outcome. Here, we elucidate the therapeutic efficacy and immune-mediated mechanisms of a novel HER2-targeting ADC bearing a potent anthracycline derivate as payload (T-PNU) in a human HER2-expressing syngeneic breast cancer model resistant to trastuzumab and ado-trastuzumab emtansine. Mechanistically, the anthracycline component of the novel ADC induced immunogenic cell death leading to exposure and secretion of danger-associated molecular signals. RNA sequencing derived immunogenomic signatures and TCRβ clonotype analysis of tumor-infiltrating lymphocytes revealed a prominent role of the adaptive immune system in the regulation of T-PNU mediated anti-cancer activity. Depletion of CD8 T cells severely reduced T-PNU efficacy, thus confirming the role of cytotoxic T cells as drivers of the T-PNU mediated anti-tumor immune response. Furthermore, T-PNU therapy promoted immunological memory formation in tumor-bearing animals protecting those from tumor rechallenge. Finally, the combination of T-PNU and checkpoint inhibition, such as α-PD1, significantly enhanced tumor eradication following the treatment. In summary, a novel PNU-armed, HER2-targeting ADC elicited long-lasting immune protection in a murine orthotopic breast cancer model resistant to other HER2-directed therapies. Our findings delineate the therapeutic potential of this novel ADC payload and support its clinical development for breast cancer patients and potentially other HER2 expressing malignancies.

**Electronic supplementary material:**

The online version of this article (10.1186/s40425-018-0464-1) contains supplementary material, which is available to authorized users.

## Introduction

Epidermal growth factor receptor 2 (HER2) is amplified and overexpressed in about 20% of all breast cancer patients [1, 2]. To date, three HER2-specific agents have been approved by regulatory agencies for the treatment of breast cancer: trastuzumab, pertuzumab and ado-trastuzumab emtansine (T-DM1). Trastuzumab and pertuzumab are monoclonal antibodies (mAb) directed against the extracellular subdomain IV and II of HER2, respectively, which exert their therapeutic effect through inhibition of HER2 signaling and receptor dimerization as well as conferring effector function through their Fc domain [3]. T-DM1 is an antibody-drug conjugate (ADC) combining trastuzumab-mediated target (HER2)-specificity with the chemotherapeutic potency of the microtubulin polymerization inhibitor maytansinoid DM1 as payload, thus allowing for targeted drug delivery [4]. T-DM1 showed improved survival compared to trastuzumab and was approved by the U.S. Food and Drug Administration in 2013 [5, 6]. However, despite improved outcomes in many patients, tumors can develop various and complex resistance mechanisms [7]. This urges expansion of the therapeutic arsenal by development of drugs that are more potent and/or target novel pathways. In the ADC field, efforts are currently under way to develop site-specific conjugation technologies, novel compounds with increased cytotoxicity, and combination therapies with checkpoint inhibitors [8–10].

Here we tested a recently developed, novel HER2-targeting ADC composed of trastuzumab conjugated to a derivate of the highly potent anthracycline PNU-159682 through a non-cleavable peptide linker by sortase-mediated antibody conjugation (SMAC) technology [11, 12], hereafter called T-PNU. The SMAC technology allows for homogenous and stable ADC preparations with defined and favorable drug-to-antibody ratios and high in vitro and in vivo potency [11, 12].

PNU-159682 (3′-deamino-3″,4′-anhydro-[2″(*S*)-methoxy-3″(*R*)-oxy-4″-morpholinyl]) is a metabolite of nemorubicin (MMDX), and was found to be 700- to 2400-fold more potent than its parent drug in cultured human tumor cells. Importantly, ADCs based on PNU-159682 showed enhanced efficacy in in vivo tumor models compared to ADCs based on conventional payloads [12–14].

Anthracyclines have been used in anticancer therapy for more than 40 years. Doxorubicin became the most widely used anthracycline due to its low toxicity and potent anti-tumor activity against solid tumors [15, 16]. Despite generic immunomodulatory effects, evidence supports a role for anthracyclines in boosting a specific anti-tumor immune response by triggering a programmed, immunogenic variant of apoptosis known as immunogenic cell death (ICD) [17, 18]. The immunostimulatory activity of anthracyclines has been linked to their capacity to kill cancer cells upon activation of a multi-pronged adaptive stress response involving autophagy, the endoplasmic reticulum (ER) and type I interferon signalling. The ER stress response underlies the exposure of the ER chaperone calreticulin (CRT), HSP70 and HSP90 as well as the release of ATP and reactive oxygen release (ROS). Altogether, these signals released from dying cancer cells are known as damage/danger-associated molecular patterns (DAMPs) and are commonly used as ICD markers [19, 20].

Our group has extensively characterized the immunostimulatory properties of certain ADC payloads such as maytansinoid, ansamitocin P3 and dolastatins [21, 22]. Accordingly, we have recently shown that the ADC T-DM1 actively stimulates tumor-specific immune responses in breast cancer patients and HER2-expressing breast cancer models through DM1-mediated maturation of dendritic cells [9]. Here, we dissect the immune response of the novel ADC T-PNU in a syngeneic, murine breast cancer model overexpressing human HER2 and nonresponsive to both trastuzumab and T-DM1 treatments. We identified the immune-related properties of T-PNU, resulting in the stimulation of CD8 T cell immunity and protective immunological memory formation. Finally, T-PNU treatment was accompanied by an increased survival of most tumor-bearing animals when combined with checkpoint inhibitor therapies.

## Materials and methods

### Animals and tumor models

Balb/c animals were bred in the animal facility of the Department of Biomedicine, University of Basel, Switzerland. All animals were housed under specific pathogen-free conditions in accordance with Swiss federal regulations.

EMT6-hHER2 is a murine breast cancer cell line expressing human HER2 (hHER2). Human full-length HER2 cDNA was cloned into the transposon-based vector pPB-PGK-Puro and co-transfected into murine wild-type (WT) EMT6 cells together with the PiggyBac transposase expression vector pcDNA3.1/hyPB [23]. Then, cell pools stably expressing HER2 were selected in the presence of puromycin and individual clones were isolated by single-cell sorting using flow cytometry (FACS Aria II, BD Biosciences).

EMT6-hHER2, EMT6-WT and TS/A Thy1.1 murine breast cancer cell lines were cultured at 37 °C in complete media (DMEM supplemented with 2 mM L-glutamine, 100 μg/mL streptomycin, 100 U/mL penicillin, and 1 mM sodium pyruvate) containing 10% fetal bovine serum (FBS). To establish tumors, EMT6-hHER2 (10^6^), EMT6-WT (2.5 × 10^5^) and TS/A Thy1.1 (2.5 × 10^5^) cells in phosphate-buffered saline (PBS) were implanted into the mammary gland of female mice. Tumor measurements were performed three times a week with a caliper and volumes were calculated using the following formula: V = ½ {length (mm) × [width (mm)]^2^}.

### In vivo tumor models and efficacy studies

EMT6-hHER2 and EMT6-WT cells were injected into the mammary gland of female BALB/c mice (8–10 weeks old). Once tumors reached an average volume of 80 mm^3^ (day0), mice were treated with T-PNU (1 mg/kg) and/or α-mouse PD1 (12.5 mg/kg) (RPM1–14, rat IgG2a, Biox Cell), T-DM1 (15 mg/kg), trastuzumab (20 mg/kg) or mitoxantrone (2 μg/kg) or as indicated in the figures or legends. Tumor volume was measured three times per week as 1 alone or in combination with α-PD1 at day 0, 2, 4, 7. For FACS analysis and CD45-positive cell isolation, T-PNU, trastuzumab or T-DM1 were given as single treatment once the tumors reached 80 mm^3^ at the concentration indicated above. Animals were euthanized 10 days after treatments, when tumors in the T-PNU cohort reached a volume of 30 mm^3^ suitable for tumor harvest and cell processing. For T cell depletion experiments, α-CD8 depleting antibodies (53–6.72, rat IgG2a, Bio X Cell) were given at day − 2, 0, and once a week for the next 4 weeks at 10 mg/kg. Mice were euthanized once tumors reached a volume of 1200 mm^3^. For re-challenge experiments, T-PNU-cured animals received EMT6-hHER2 (10^6^), EMT6-WT (2.5 × 10^5^) or T/SA Thy1.1 (2.5 × 10^5^) tumor cells by mammary fat pad injection and orthotopic tumor growth was measured for a further 70 days.

### Quantification of ICD properties of T-PNU in vitro

EMT6-hHER2 cells were treated with 150 ng/mL of T-PNU for 48 and 72 h and compared to idarubicine (20 μg/mL) and nonimmunogenic ultraviolet B (UVB)-treated cells. The percentage of early (annexin V^+^/DAPI^−^) and late (annexin V^+^/DAPI^+^) apoptotic cells and necrotic cells (annexin V^−^/DAPI^+^) was determined by flow cytometry. To quantify HSP70, HSP90 and CRT expression on the cell surface, EMT6-hHER2 cells were treated with 150 ng/mL of T-PNU for 48 and 72 h or with idarubicine (20 μg/mL). HSP70 (R&D Systems, #RD-MAB1663), HSP90 (Enzo Life Sciences, #ADI-SPA-830-F) and CRT antibody (Abcam, #ab2907) were used for flow cytometry.

The expression of these molecules was then detected by flow cytometry on live (annexin V^−^/DAPI^−^) and non-permeabilized (annexin V^+^/DAPI^−^) cells. Next, ROS production was determined in the presence or absence of ROS inhibitors, N-acetyl-L-cysteine (NAC, 5 mM) and reduced L-glutathione (GSH, 5 mM), in EMT6-hHER2 cells treated with 150 ng/mL T-PNU or idarubicine for 48 h. To quantify the intracellular or extracellular ATP levels, EMT6-hHER2 cells were exposed to T-PNU (48 and 72 h), idarubicine and UVB (24 h respectively). Quantification of ATP was assessed using an ATP bioluminescent assay kit based on luciferin-luciferase conversion (Sigma Aldrich, #FL-AA).

Finally, the release of HMGB1 into culture supernatants after T-PNU incubation of EMT6-hHER2 was determined by enzyme linked immunosorbent assay (HMGB1 ELISA–IBL International, #ST51011).

### Immunofluorescence

Cells were collected, washed twice with PBS and fixed in 4% paraformaldehyde for 20 min. After the washing with PBS, cells were incubated in 1% BSA in PBS for 1 h and subsequently incubated with CRT (Enzo Life Sciences, 1:100), HSP70 (R&D, 1:100) or HSP90 (Enzo Life Sciences, 1:100) antibody in PBS overnight at 4 °C. Cells were washed with PBS and incubated with AlexaFluor488 goat anti-mouse (Molecular Probes, 1:200) IgG1 (CRT and HSP90) or with AlexaFluor488 goat anti-mouse IgG2A (HSP70) secondary antibody (Molecular Probes, diluted 1:200) for 1 h at 4 °C. Cells were washed with PBS and incubated with Wheat Germ Agglutinin, Alexa Fluor 594 Conjugate (Invitrogen, 5 μg/ml) for 10 min at room temperature. Then the cells were washed with PBS and mounted on slides with ProLong Gold antifade reagent with DAPI (Molecular Probes) using StatSpin Cytofuge. Cells were analysed under a DMI 6000 inverted Leica TCS AOBS SP5 tandem scanning confocal microscope and an × 63 oil immersion objective.

### Tumor digestion

Tumors were mechanically digested with accutase (PAA), collagenase IV (Worthington), hyaluronidase (Sigma), and deoxy-ribonuclease type IV (Sigma). Single-cell suspensions were then prepared and stained for flow cytometry analysis (FACS) or CD45-positive cell enrichment.

### Flow cytometric analysis

Cell suspensions were stained for FACS analysis with the following antibodies: α-CD3-PE (BD Biosciences), α-CD8-BV605 (BD Biosciences), α-CD45-PercP (BD Biosciences), α-CD45-PE (BD Biosciences), α-CD11b-FITC (BioLegend), α-CD11c-FITC (BioLegend), α-CTLA4-PE (BD Biosciences), α-granzyme B-Alexa fluor 647 (BD Biosciences), α-IFNγ-APC (BD Biosciences), α-KI67-BV421 (BD Biosciences), α-TIM3-PE (eBioscience), α-TIGIT-PE (BD Biosciences), α- TNFα-PE (BD Biosciences), α-IL17r-PE (BD Biosciences), and the corresponding isotype control (mouse IgG1, Southern Biotech). The live/dead fixable near-infrared dye (Invitrogen) was used to exclude dead cells. Intracellular fixation and permeabilization buffers from eBioscience were used for cytokine staining.

Acquisition was performed on FACS BD Fortessa and the dedicated software CellQuest (BD Biosciences). Data was analyzed with FlowJo 7.5.5 software (TreeStar Inc).

### Immunohistochemistry analysis

FFPE tissue blocks were cut at 4 μm. Immunohistochemistry was performed using anti-HER-2/neu rabbit monoclonal antibody (clone 4B5, prediluted, Ventana Medical Systems Inc.). The analyses were performed on the BenchMark XT automated immunostainer using the OptiView detection system (Ventana Medical System Inc., Tuscon, AZ). Membranous staining was considered positive. The intensity of staining was scored as weak, moderate, and strong by our pathologist Dr. Tatjana Vlajnic at the University Hospital in Basel.

### Isolation of CD45-positive cells from tumors

CD45-positive cells were isolated by magnetic bead enrichment. First, single-cell tumor suspensions were stained with α-CD45-PE antibody (BD) for 15 min with FACS buffer. Then, PE enrichment was performed with α-PE magnetic beads using the EasySep Mouse PE Positive Selection Kit (STEMCELL Technologies). Purity was confirmed by flow cytometry (> 95%). Cells were lyzed in TRIzol and stored at − 80 °C for RNA extraction.

### RNA-sequencing

RNA was isolated using the TRIzol Plus RNA Purification Kit (Life Technologies) according to the manufacturer’s protocol yielding high quality RNA (average RNA integrity number > 8). RNA-seq libraries were prepared using the Truseq stranded mRNA Library Prep Kit from Illumina with 200 ng input material. Samples were run on an Illumina NextSeq 500 using the NextSeq 500/550 High Output v2 kit (75 cycles). RNA-seq raw and processed data is available on the NCBI GEO site under the accession number GSE120888.

### Preprocessing, read mapping and quality control

Starting from the raw fastq files (1x81bp), the reads were mapped against the mouse reference genome and simultaneously soft-clipped using the STAR aligner (version 2.4.2a). Standard quality control (Picard, RSeQC, QoRTs) was run to assess the quality of the resulting alignments. Subsequently, strand-specific (reversely stranded) read counting was performed using featureCount (subread, version 1.5.0). The library size of the 24 samples was of reasonably good quality. To avoid technical artifacts the data were filtered such that genes were removed where the average read depth over all samples was < 5 counts. Transcripts were further mapped to gene symbols and ENTREZID’s using the org.Mm.eg.db package version 3.4.0. Gene expression similarity between samples, within, and between groups were determined in order to identify and eliminate possible outliers.

### Differential gene expression analysis

Differential expression analysis (DEA) was performed between the different experimental conditions. To this end, the read counts per gene were modeled using the generalized linear regression of the negative binomial family, as implemented in the DESeq2 package [24] of the R environment for statistical computing [25]. Thresholds for both, the false discovery rate FDR < 0.01 and the expression fold-change > 2 or < − 2 were applied.

### Gene set analysis

Gene set analyses (GSA) for all comparisons was performed on the Molecular Signature Database (MSigDB) curated gene set collection C2 from the Walter + Eliza Hall Institute of Medical Research, in particular BIOCARTA (217 gene sets), KEGG (186 gene sets), PID (196 gene sets) and REACTOME (674 gene sets). Competitive enrichment analysis was performed on 1297 curated gene sets, where *p*-values are estimated by random rotations as implemented in the fry() function of the limma package [26]. Gene sets were called significantly differentially regulated if FDR < 0.05 and labeled “up”, “down” or “mixed” if the genes in the set expressed an overall positive, negative or mixed fold-change characteristics, respectively.

### Gene set network analysis

For the network analysis, gene sets were retained with a false discovery rate (FDR) < 0.05 and less than 200 gene members. Candidate gene set networks were constructed from the pairwise adjacency matrix based on a minimum Jaccard index of 0.2. Nodes with degree < 3 were discarded. For network refinement, larger clusters were split into sub-graphs with the help of a community detection algorithm based on the edge betweenness centrality score as implemented in the igraph package {http://igraph.org} in R.

### Clonotype analysis

Immunoglobulin CDR3 information was extracted using the MiXCR software package for bulk RNA-seq data using the recommended parameter settings [27]. The analysis was focused on the TCRβ repertoire as the higher diversity is a close indicator for unique T cell clones. Normalization of unique TCRβ clone counts by sequence abundance (total read count) was used as proxy for clonal expansion.

### Statistics

Tumor samples and survival curves were analyzed with GraphPad Prism 7.0 software using ANOVA and Dunn’s multiple comparison test. Scatter dot plots are depicted as mean with SEM.

## Results

### Generation of a murine EMT6-hHER2 breast cancer cell line

In order to investigate T-PNU anti-tumor efficacy in vivo, we first established a murine breast cancer cell line overexpressing hHER2 following stable transposition of a hHER2 expression cassette into the murine breast cancer cell line EMT6. Human HER2 protein expression was confirmed by flow cytometry and an EMT6 clone expressing homogeneous levels of hHER2 was isolated by single-cell sorting (Additional file 1: Figure S1A). Immunohistochemistry analysis of EMT6-hHER2 tumors further confirmed a strong expression of human HER2 (Additional file 1: Figure S1B). To demonstrate T-PNU mediated cellular cytotoxicity, a cell proliferation assay was performed by incubating 10^4^ EMT6-hHER2 cells with a dilution series of site-specifically conjugated T-PNU [12] or T-DM1. While EMT6-hHER2 cells showed sensitivity towards T-PNU treatment, they were unresponsive to T-DM1. EMT6-WT cells incubated with T-PNU or T-DM1 were, however, not affected by the treatments confirming T-PNU specificity to the HER2-antigen in vitro (Additional file 1: Figure S1C).

### T-PNU strongly affects EMT6-hHER2 breast tumor growth in vivo

To evaluate T-PNU efficacy in vivo we injected 10^6^ EMT6-hHER2 cells orthotopically into the mammary fat pads of immunocompetent Balb/c mice. Mice with established tumors were treated i.v. with T-PNU or T-DM1. While T-PNU treatment resulted in a strong anti-tumor response with more than 80% of cured animals (Fig. 1a, b), treatment with trastuzumab alone (Additional file 1: Figure S2) or T-DM1 (Fig. 1a, b) did not prevent tumor growth, supporting a prominent role of the payload component PNU in the suppression of tumor progression. No significant anti-tumor effect was observed with the free PNU payload in vivo, underlining the importance of targeting the cytotoxic drug by antibody targeting to the cellular receptor HER2 for efficient internalization (Additional file 1: Figure S2). In addition and in line with our in vitro observations, EMT6-WT tumor-bearing animals did not respond to T-DM1 or T-PNU treatment (Fig. 1c, d).

**Fig. 1:**
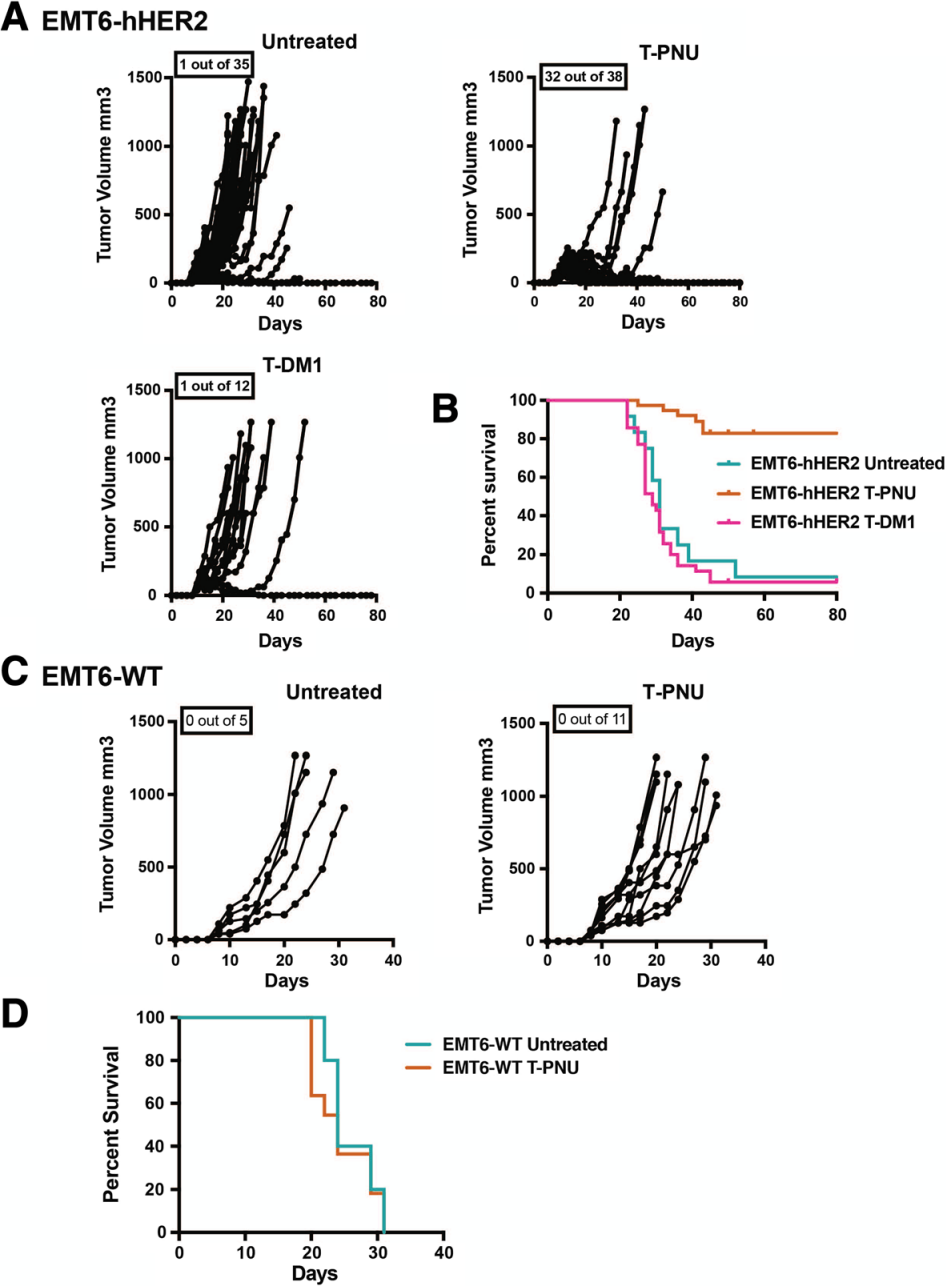
T-PNU strongly affects tumor growth in hHER2 orthotopic breast cancer model unresponsive to T-DM1 treatment. **a,** Therapeutic response of EMT6-hHER2 tumor-bearing mice following treatment with T-PNU (1 mg/kg, 2x) and T-DM1 (15 mg/kg, 2x). Mice were treated when tumors reached an average tumor volume of 80 mm^3^ and were euthanized at 1200 mm^3^. Pooled data from at least three independent experiments (n = number of cured mice out of treated animals as indicated). **b**, Overall survival curves showing results of **a**. **c**, Therapeutic response of EMT6-WT tumor-bearing mice following treatment with T-PNU (1 mg/kg, 2x). Pooled data from two independent experiments (n = number of cured mice out of treated animals as indicated. **d**, Overall survival curves showing results of **c**

In summary, the in vivo results demonstrate that a low dose of the novel ADC T-PNU is able to effectively treat even trastuzumab and T-DM1 resistant breast cancer cells.

### T-PNU induces immunogenic cell death in breast cancer

We next asked whether the tumor-targeted delivery of the potent anthracycline PNU payload would show immunogenic properties. To address this, we quantified the release of various DAMPs after exposure to T-PNU. After the identification of the optimal dose of T-PNU capable of promoting cell death in vitro (Fig. 2a, b), we measured HSP70, HSP90 and calreticulin (CRT) release in the cell culture supernatant after incubation of EMT6-hHER2 cells with T-PNU compared to ICD-inducing idarubicine (positive control) and nonimmunogenic UVB (negative control)-treated cells. As expected, the percentage of HSP70-, HSP90- and CRT-positive cells increased after incubation with T-PNU and idarubicine (Fig. 2c, d). Moreover, we addressed the ability of T-PNU to induce the production of ROS and to release ATP and HMGB1 in EMT6-hHER2 cells. Accordingly, both ROS production and accumulation of extracellular ATP and HMGB1 was increased after incubation of EMT6-hHER2 cells with T-PNU and idarubicine (Fig. 2e-g).

**Fig. 2:**
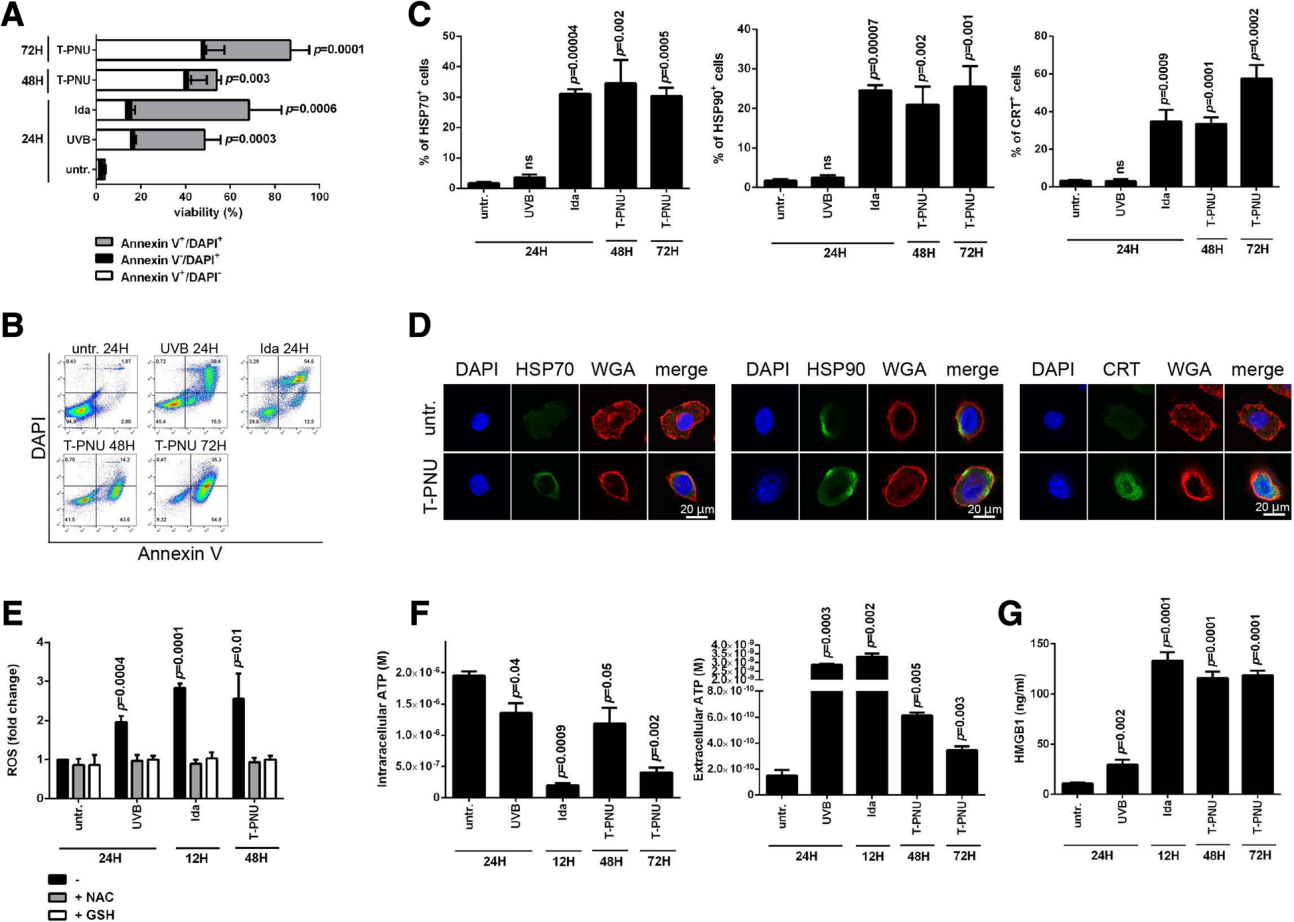
T-PNU displays immunogenic cell death properties. **a**, EMT6-hHER2 cell death kinetics induced by T-PNU. Percentage of early (annexin V^+^/DAPI^−^) and late (annexin V^+^/DAPI^+^) apoptotic cells and necrotic cells (annexin V^−^/DAPI^+^) was determined by flow cytometry. Data presented as mean ± SD for 3 independent experiments. **b**, Representative dot plots of flow cytometry analysis of cell death induced by T-PNU, idarubicine and UVB radiation at indicated time points. **c**, T-PNU induction of HSP70, HSP90 and CRT on EMT6-hHER2 cells. UVB treated cells are used as controls. Experiments were performed in triplicates. **d**, Representative immunofluorescence staining of HSP70, HSP90 and CRT on EMT6-hHER2 following T-PNU treatment. The presence of indicated markers on the cell surface was verified by confocal microscopy. **e**, T-PNU induces oxidative stress and production of reactive oxygen species (ROS). ROS were stained by CellRox Deep Red reagent and detected by flow cytometry. Experiments were performed in triplicates. **f**, Quantification of intracellular or extracellular ATP levels in EMT6-hHER2 cell line exposed to T-PNU, idarubicine and UVB. Data presented as mean ± SD for 3 independent experiments. **g**, HMGB1 release into EMT6-hHER2 culture supernatants induced by T-PNU. The compiled results of a total of 3 experiments are shown

Altogether, the identification of elevated key ICD markers in EMT6-hHER2 cultures after T-PNU exposure strongly supports the ICD inducing properties of the novel compound and corroborates the current notion of the anthracycline payload’s ability to activate the immune system.

### T-PNU shows immunomodulatory properties in a syngeneic breast cancer model

Due to the potential induction of ICD, we evaluated a therapeutic relevance for T-PNU mediated immune modulation of the tumor microenvironment. In order to identify the transcriptional pathways regulating the T-PNU response in the tumor environment, we performed RNA-sequencing analysis of CD45^+^ tumor-derived cells from untreated control animals and tumor-bearing animals treated with trastuzumab, T-DM1 or T-PNU (Fig. 3a, see *methods*). 

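RNA was sequenced from CD45+ cells that magnetic beads enriched from EMT6-hHER2 tumors, which a murine breast cancer cell line expressing human HER2 forms in the mammary gland of female BALB/c mice. One library was made per mouse, with 6 mice in each of the 4 groups and 24 samples in all. Tumors of 80 mm3 were left untreated or received 1 dose of trastuzumab, T-DM1 or T-PNU (20, 15 and 1 mg/kg in that order), and were taken 10 days later, as the methods state. The authors aligned the reads to the mouse genome with STAR, counted reads per gene with featureCounts and removed genes with few counts on average. The values analysed here cover 16996 genes and were already normalized for library size and on a log2 scale, from 1.13 to 19.7. The paper's text does not name the transformation. Counts cannot be recovered from these values, so the depth behind each value is unknown and no interval for counting error is given. The median value of a sample ran from 8.73 in T-PNU sample H1 to 8.87 in T-DM1 sample E3.

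The heatmaps of Fig. 3B, Fig. 3C, Fig. 4C, Fig. 4D and Fig. 4E label 20 of the 24 samples. Untreated samples B1 and C1 and trastuzumab samples E2 and B3 are not among them. The methods state that similarity between samples served to find and remove possible outliers, and the text gives no reason for these 4 in particular. The 20 samples are therefore reported first at each claim, with 4 untreated, 4 trastuzumab, 6 T-DM1 and 6 T-PNU samples, followed by all 24. If expression decided which samples were left out, p-values over the 20 do not allow for that choice. They can then be too small, those of permutation tests included. Of the T-PNU samples, the paper marks G1 and A2 as low-responding, which leaves H1, B2, C2 and D2 as the 4 high-responding samples. The paper's text does not state how low and high response were defined. If expression was used, gene counts in the high-responding samples are not independent evidence. A linear model in limma was fitted to all 4 groups together, with 16 residual degrees of freedom over the 20 samples and 20 over the 24, and its p-values were adjusted over the 16996 genes by the Benjamini-Hochberg method. Log2 fold changes are T-PNU minus untreated unless another pair is named. Gene positions are those of GRCm38. The mouse numbers in the column headings of the data run in one series for untreated mice and in another, from 500 upward, for treated mice, so a difference between these series and a difference between untreated and treated mice cannot be separated. T-PNU, trastuzumab and T-DM1 samples lie within the same series, where each treatment has consecutive numbers.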

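Over the 1000 genes that varied most among the 20 samples, the division into T-PNU and all other samples accounted for 32.4% of the squared distance between samples. An exact permutation test over the 38760 possible splits into 6 and 14 samples gave p = 0.00175. Over all 24 samples the share fell to 13.9% (exact permutation test over 134596 splits, p = 0.0399), the largest drop among the alternatives tried. With each of the 20 samples left out in turn, the fraction stayed between 0.240 (without T-PNU sample C2) and 0.421 (without T-PNU sample G1). The first principal component carried 71.4% of the variance over the 20 samples. T-PNU samples H1, B2, C2 and D2 lay at its high end over all 24 samples, together with untreated sample B1 and trastuzumab samples E2 and B3, while the low-responding T-PNU samples G1 and A2 lay among the untreated and trastuzumab samples. Untreated sample C1 had the highest value on the second component.

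**Figure D1:**
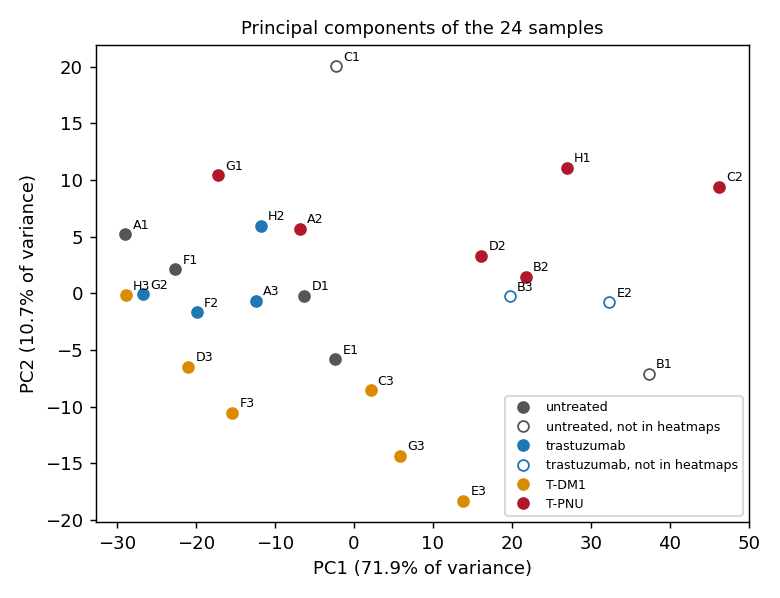
First and second principal components (arbitrary units, with the percentage of variance each carries) of the 24 samples over the 1000 most variable genes, one point per mouse, with open points for the 4 samples that the heatmaps do not label. T-PNU samples H1, B2, C2 and D2 lie on the right, beside untreated B1 and trastuzumab E2 and B3.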

In a multi-dimensional scaling plot (Additional file 1: Figure S3A), gene expression analysis from responding T-PNU samples clustered clearly apart from non-responding untreated control, trastuzumab and T-DM1 treated tumors suggesting fundamental changes in gene expression within the intra-tumoral immune cell population of tumors treated with T-PNU. T-PNU responding samples also formed a separate cluster in a gene-expression heatmap showing the top 1000 differentially expressed genes (DEGs, Additional file 1: Figure S3B). 

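At the paper's thresholds, a false discovery rate under 0.01 and a fold change above 2, 162 of the 16996 genes differed between T-PNU and untreated samples among the 20, with 81 higher and 81 lower. Against trastuzumab 24 genes were higher and 85 lower, and against T-DM1 43 were higher and 306 lower. Trastuzumab and untreated samples differed in 0 genes, with 865 at an unadjusted p under 0.05, and T-DM1 differed from untreated samples in 5 genes upward and 7 downward. With the 4 other samples added, 0 genes passed between T-PNU and untreated (4218 at an unadjusted p under 0.05). Between T-PNU and trastuzumab 0 passed (3308 at an unadjusted p under 0.05), and between T-PNU and T-DM1 325 passed. T-DM1 then differed from untreated samples in 26 genes, 18 upward and 8 downward. All 162 genes kept their direction over the 24 samples, which was likely beforehand because the 24 include all of the 20. Of the 162, 19 kept an absolute log2 fold change above 1 and 7 had an adjusted p under 0.05. The median standard error of the 162 rose from 0.24 to 0.28. Over the 20 samples, 4 genes passed with the level of tumor and stromal genes in the fit. With the level of B cell and naive lymphocyte genes in the fit 10 passed. Both levels also shifted with T-PNU, so these fits cannot separate cell content from treatment. The count against untreated samples also hung on single libraries, from 12 genes without untreated sample A1 and 14 without F1 to 498 without T-PNU sample G1. Against trastuzumab it ran from 1 gene without trastuzumab sample G2 to 560 without T-PNU sample G1, and against T-DM1 from 185 without C2 to 537 without G1.

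In average-linkage clustering of the 20 samples over the 1000 most variable genes, T-PNU sample C2 split off first. With 3 clusters, H1, B2 and D2 shared a cluster with T-DM1 samples C3, E3 and G3. With 4 clusters, H1, B2 and D2 formed one of their own. G1 and A2 stayed in the cluster of 13 samples that held every untreated and trastuzumab sample. With all 24 samples in 2 clusters, H1, B2, C2 and D2 grouped with untreated B1 and trastuzumab E2 and B3.

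Among genes with a symbol and a mean above the median of all genes whose T-PNU values all lay on one side of all 4 untreated values, the largest rises at these thresholds included those in Cd28, Ms4a4b, Cd3g and Cd8b1. Cd28 (ENSMUSG00000026012, chromosome 1, 60716800 to 60773359) had a log2 fold change of 1.87 (standard error 0.43, limma adjusted p = 0.00651). Ms4a4b (ENSMUSG00000056290, chromosome 19, 11443553 to 11467055) followed with 1.64, and Cd3g and Cd8b1 with 1.60 each. The 5 largest falls were in Wnt7b, Cthrc1, Mmp10, Col12a1 and Sqle, with log2 fold changes of -1.46, -1.45, -1.41, -1.37 and -1.35. Genes of tumor and stromal cells were also lower as a list (median -0.76). Fewer such cells among those sequenced therefore stay a possible source of these falls. With the level of that list in the fit Sqle kept a log2 fold change of -0.76 (limma adjusted p = 0.0121). Sqle (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192), which encodes the sterol synthesis enzyme squalene epoxidase, had a standard error of 0.20 and an adjusted p of 0.000988. All the genes named here moved beyond the spread of the untreated samples shown, and each had a smaller change over the 24 samples, from 1.14 for Cd28 (adjusted p = 0.198) to -1.09 for Cthrc1 (adjusted p = 0.0824). In the samples left out, Cd28 stood at 11.8 in untreated B1, 10.3 in untreated C1, 10.9 in trastuzumab E2 and 10.7 in trastuzumab B3, against 10.7 ± 0.85 (SD, n = 6) in T-PNU samples and 8.85 ± 0.59 (SD, n = 4) in the untreated samples shown.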

To specifically investigate changes of immune-related genes, we focused on two gene lists; a first one including important immune-related genes and the second attributing genes to immune phenotypes [27–29]. The first allowed us to identify clear immune-related signatures for the four high-responding T-PNU samples with upregulated gene expression in 66 out of 80 selected immune genes (Fig. 3b). 

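The labels of Fig. 3B read as 81 genes, all of which had values. Over the 20 samples 68 of the 81 were higher in T-PNU than in untreated samples, 57 of them with a limma adjusted p under 0.05, while 9 of the 13 lower genes passed. Adjusted over the list alone, 61 higher and 10 lower genes passed. The text does not say whether these samples guided the choice of genes, so the second count is not independent evidence. The median log2 fold change of the panel was 0.81 (fry, a rotation test of the set as a whole, p = 8.04e-06), and camera with the correlation between genes estimated at 0.15 gave p = 0.0188. In the mean of samples H1, B2, C2 and D2, 67 of the 81 genes lay above their average over the 20 samples. By sample, 69 genes lay above that average in H1, 67 in D2, 66 in B2 and 64 in C2, compared with 51 in the low-responding sample G1 and 49 in A2. Counts among the other 14 samples ran from 13 in untreated A1 to 55 in T-DM1 sample C3. Il11 (ENSMUSG00000004371, chromosome 7, 4772373 to 4782859) fell most, by 1.22 on the log2 scale (standard error 0.29, adjusted p = 0.00712).

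Over all 24 samples 69 genes were higher. Of these, 4 had a limma adjusted p under 0.05, or 27 when adjusted over the list alone. The rotation test by fry in limma gave an adjusted p of 0.00112 over the 24, with 1 panel in the family. Against averages over the 24, trastuzumab samples B3 and E2 had 65 and 62 genes above, untreated samples C1 and B1 had 53 and 40, and the 4 high-responding T-PNU samples had 63 to 68. With each replicate of the 20 left out in turn, the number of genes past the threshold upward ran from 38 (without untreated A1) to 60 (without T-PNU G1), beside 57 with all 20.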

The same T-PNU samples also clustered in the phenotype analysis indicating a strong adaptive immune response with particular T cell involvement (Fig. 3c).

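The 83 gene entries of Fig. 3C were tested by the cell type they are listed under, with p-values from fry adjusted over the 6 types. Over the 20 samples the median log2 fold change was 0.55 for the 38 T cell genes (adjusted p = 0.00227), 0.64 for the 8 genes of cytotoxic cells (0.00288), 0.34 for the 11 of dendritic cells (0.00227) and 0.44 for the 13 of granulocytes (0.00327). The 7 macrophage genes had a median of -0.04 and went both ways, and their adjusted p of 0.0466 rose above 0.05 in 8 of the 10 fits that left out one replicate, up to 0.128. The 6 B cell genes had the largest median, 1.34, with 4 higher and 2 lower, and did not pass (adjusted p = 0.267). The 44 genes of the adaptive part had a median of 0.59, with 19 higher and 4 lower at an adjusted p under 0.05, and the 39 of the innate part a median of 0.35, with 15 higher and 1 lower. Over all 24 samples the medians were 0.39 for the adaptive and 0.33 for the innate part. An adjusted p under 0.05 was then reached by 0 higher genes of the adaptive and 1 of the innate part. The difference between the parts was not tested. As a mean deviation per sample, the T cell genes stood at 0.26 ± 0.24 (SD, n = 6) in T-PNU samples and -0.35 ± 0.18 (SD, n = 4) in untreated samples (two-sided exact permutation test, p = 0.00952, adjusted p = 0.0168 over 23 lists).

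With all 24 samples the T cell genes had a median of 0.36 and no longer passed (adjusted p = 0.0659, and exact permutation p = 0.0563 for their mean deviation), and 3 types did, cytotoxic cells, dendritic cells and granulocytes (0.0354 each). T cell genes stood at 0.34 and 0.26 in the left-out untreated samples, both above the mean of the 4 that are shown. With the correlation between genes estimated by camera, 0 of the 6 types passed over the 20 samples (0 at an unadjusted p under 0.05), and the 3 that passed with a preset correlation of 0.01, T cells, cytotoxic cells and granulocytes, all held under fry. The paper reads the grouping of the high-responding samples in this panel as a sign of an adaptive response in which T cells took a particular part.

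**Figure D2:**
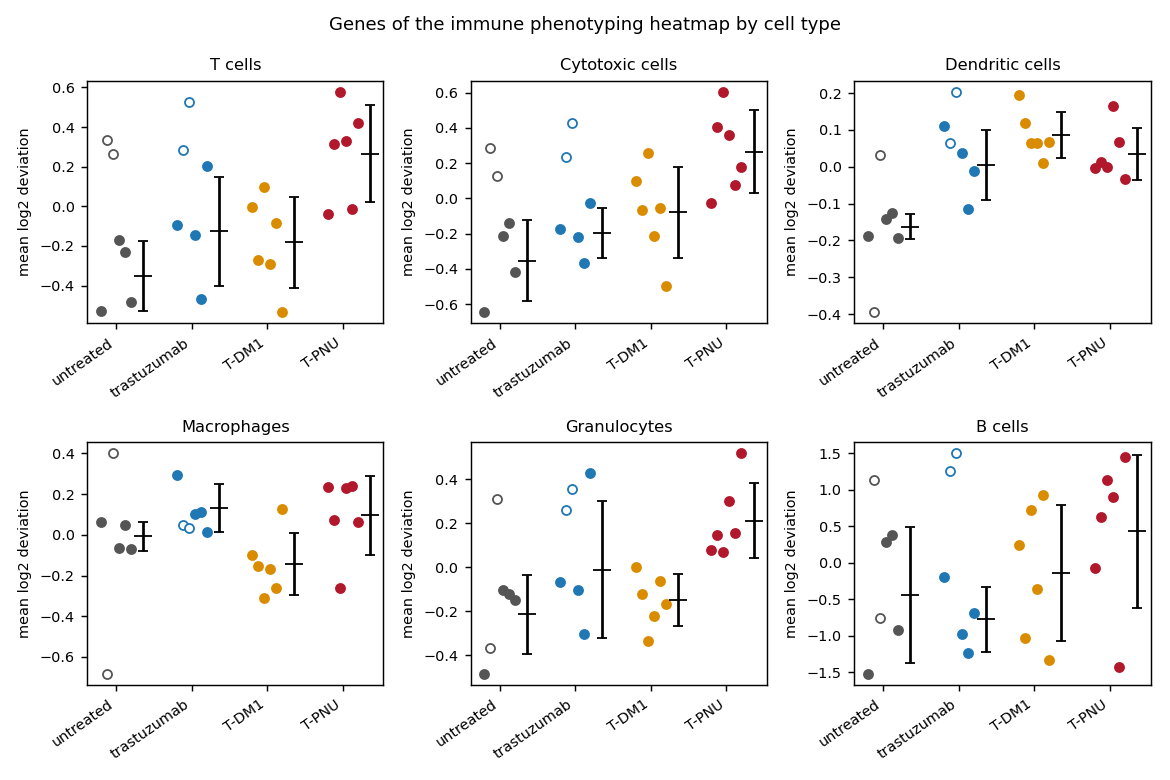
Mean log2 deviation of the genes of each cell type from their averages over the 24 samples, one point per mouse by treatment, with open points for the 4 samples that the heatmaps do not label and bars for the mean and SD of the samples shown. T cell genes were at -0.35 in the untreated samples shown and 0.26 in T-PNU samples, with both open untreated points inside the T-PNU range.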

**Fig. 3:**
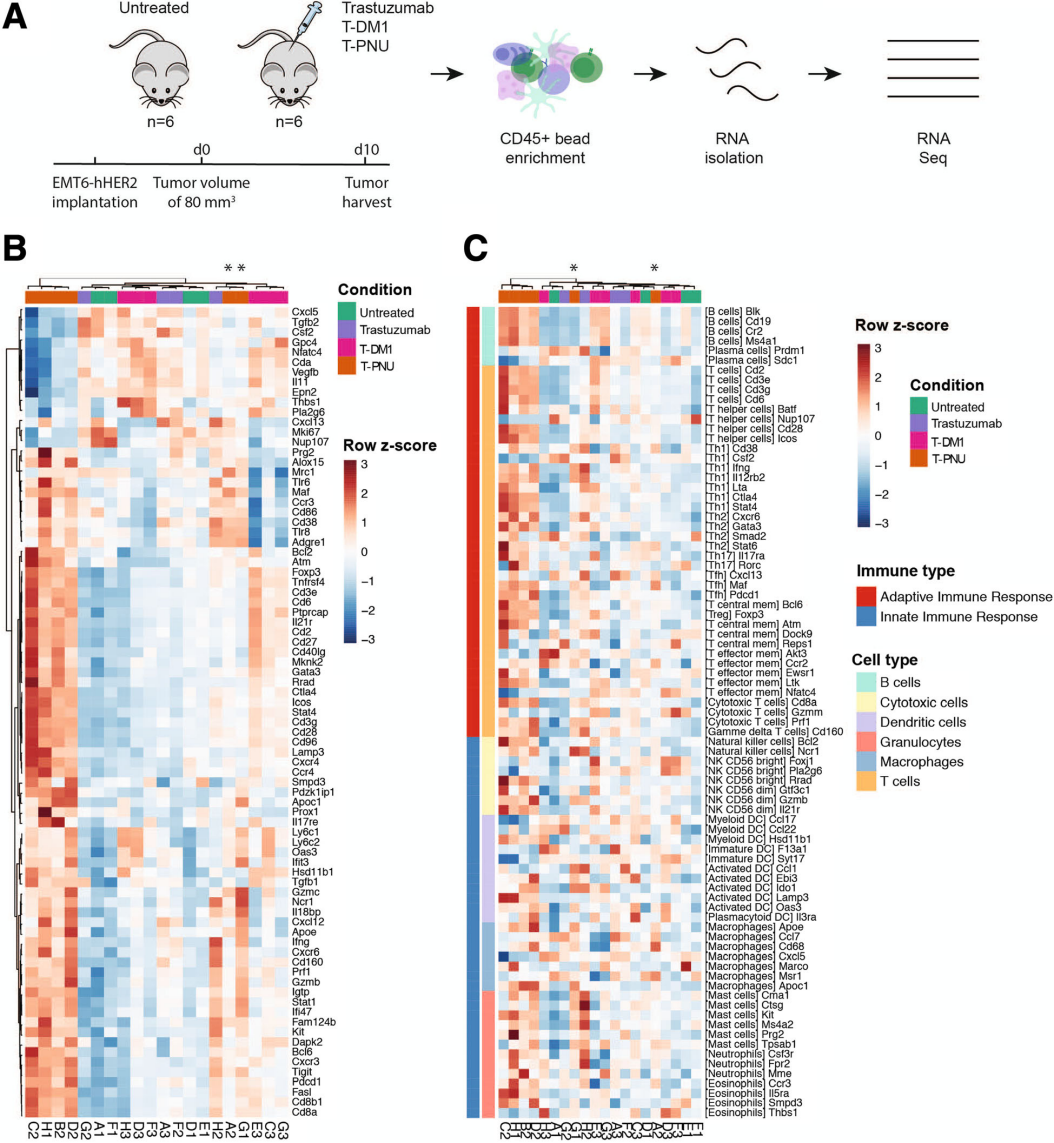
T-PNU induced tumor control involves immune responses. **a**, Experimental design of RNA-sequencing of CD45^+^ immune cells after treatment: Four cohorts of EMT6-hHER2 tumor-bearing mice (*n* = 6) received following treatments: (1) untreated, (2) trastuzumab (20 mg/kg, 1x), (3) T-DM1 (15 mg/kg, 1x), and (4) T-PNU (1 mg/kg, 1x). Tumors were isolated when reached an average of 30 mm^3^ and CD45-positive cells were isolated with magnetic beads selection. Extracted RNA was subjected to RNA-sequencing. **b**, Heatmap of a customized immune-specific gene panel. **c**, Heatmap of an immune phenotype gene panel including adaptive and innate immune response. Asterisks denote low-responding T-PNU samples

In summary, gene expression analysis revealed fundamental changes in the T-PNU treatment-responsive tumor samples at the immunogenomic level.

### T-PNU induced tumor control requires adaptive immunity

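Of the gene sets tested by the authors, the 3 whose members can be read from the heatmaps of Fig. 4C, Fig. 4D and Fig. 4E were tested, and the others were not analysed here. The paper shows these 3 as selected sets after its own test of many more in the same experiment. Their p-values, adjusted over 3 sets only, are therefore not independent evidence. Some genes, such as Cd28, Cd3e and Ifng, are in more than 1 of the sets. Over the 20 samples the 14 genes of the BIOCARTA THelper set had a median log2 fold change of 1.43 (fry in limma, adjusted over the 3 sets, adjusted p = 0.000686), the 19 of TH1TH2 a median of 0.58 (adjusted p = 0.000487) and the 28 of IL12 a median of 0.31 (adjusted p = 4.41e-05). The medians over all 24 samples were 0.92 (adjusted p = 0.0352), 0.37 (0.0280) and 0.25 (0.0130). A test by camera, which compares a set with the other genes, gave adjusted p = 1.01e-05 for each set with a preset correlation of 0.01 and 0.0944, 0.0944 and 0.0724 with the correlation estimated, so that the calls held under fry but not under the estimated correlation. As a mean deviation per sample, the THelper genes stood at 0.47 ± 0.53 (SD, n = 6) in T-PNU samples and -0.61 ± 0.38 (SD, n = 4) in untreated samples (two-sided exact permutation test, p = 0.00952). The untreated mean over 6 mice was -0.21 ± 0.72 (SD), with B1 at 0.91 and C1 at 0.30, and the exact permutation test over all 24 samples gave p = 0.0974. Without each replicate in turn the THelper median stayed between 1.24 (without T-PNU C2) and 1.60 (without T-PNU A2).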

We next performed gene set analysis (GSA) and found that T cell and inflammatory gene sets were upregulated upon T-PNU treatment compared to the untreated control after functional gene set selection (Fig. 4a) and in a network analysis based on genes shared between gene sets (Fig. 4b, Additional file 1: S6A, Additional file 1: Table S1, S2, see *methods*). Thus, at the functional level, BIOCARTA TH1TH2, THelper, CD8 TCR downstream and inflammatory pathways were positively associated with T-PNU treatment response, while genes in BIOCARTA IL12, dendritic cell (DC) and cytokine pathways were partially up- and downregulated. 

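Within the THelper set 13 of the 14 genes were higher in T-PNU samples, 12 of them with a limma adjusted p under 0.05. The exception, Itgb1 (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200), had a log2 fold change of -0.57 (standard error 0.15, adjusted p = 0.0110). All 19 TH1TH2 genes had a positive log2 fold change over the 20 samples, 10 with an adjusted p under 0.05, but the smallest, of Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033), was 0.0022 (adjusted p = 0.995) and turned negative with quantile normalization and without untreated D1, E1 or F1 or T-PNU H1 or D2. In the IL12 set 26 of the 28 genes were higher and 2 lower. An adjusted p under 0.05 was reached by 16 of the higher genes and 0 of the lower ones. Cd247 (ENSMUSG00000005763, chromosome 1, 165788681 to 165877277), which encodes the zeta chain of the T cell receptor complex, rose most, with a log2 fold change of 1.76 (standard error 0.54, adjusted p = 0.0210). It no longer passed without untreated sample A1 (adjusted p up to 0.0811 among the fits that left out one replicate) or without F1. Mapk11 (ENSMUSG00000053137, chromosome 15, 89142486 to 89149628) had the smallest value, -0.16 (standard error 0.094, adjusted p = 0.187). Over all 24 samples the numbers of higher genes were 13, 19 and 24 in the order THelper, TH1TH2 and IL12, and 0 genes of any of the 3 sets reached an adjusted p under 0.05. At an unadjusted p under 0.05 there were 6, 5 and 7 genes in the same order. The dendritic cell, cytokine and CD8 TCR downstream sets were not analysed here.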

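Of the T helper genes reported here, 5 were higher in T-PNU than in untreated samples with a limma adjusted p under 0.05 over the 20 samples. Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) had a log2 value of 6.97 ± 0.42 (SD, n = 6) with T-PNU and 5.92 ± 0.081 (SD, n = 4) untreated, a log2 fold change of 1.05 (standard error 0.26, adjusted p = 0.00873). Stat4 (ENSMUSG00000062939, chromosome 1, 51987148 to 52107189) had a log2 fold change of 1.33 (standard error 0.35, adjusted p = 0.0107). Il12rb2 (ENSMUSG00000018341, chromosome 6, 67291318 to 67376188) changed by 1.18 (standard error 0.24, adjusted p = 0.00390), Il18r1 (ENSMUSG00000026070, chromosome 1, 40465552 to 40500854) by 1.05 (standard error 0.24, adjusted p = 0.00654) and Cxcr3 (ENSMUSG00000050232, chromosome X, 101731535 to 101734269) by 1.09 (standard error 0.23, adjusted p = 0.00480). For these 5 genes all 6 T-PNU values lay above every untreated value shown. Il12a (ENSMUSG00000027776, chromosome 3, 68690644 to 68698547) rose by 0.36 (standard error 0.14) with an adjusted p of 0.0589, or 0.0300 adjusted over the list alone, and 4 of its 6 T-PNU values lay above every untreated value. It passed without T-PNU sample G1 (log2 fold change 0.44, adjusted p = 0.0144). Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) had a log2 fold change of -0.37 (standard error 0.25, adjusted p = 0.263), less than the spread of 0.46 between the untreated samples. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) stood at 10.1 ± 0.27 (SD, n = 6) with T-PNU and 10.1 ± 0.40 (SD, n = 4) untreated, a log2 fold change of 0.070 (adjusted p = 0.841) that turned negative without untreated sample D1 (-0.10) or T-PNU sample H1 (-0.0033).

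When all 24 samples were used, 0 of these genes passed adjusted over all genes, with 3 at an unadjusted p under 0.05. Adjusted over the list alone, Il12rb2 (0.0161) and Cxcr3 (0.0416) passed. The log2 fold change was 0.39 for Ifng (adjusted p = 0.496), 0.85 for Stat4 (0.218), 0.92 for Il12rb2 (0.0704), 0.70 for Il18r1 (0.131) and 0.78 for Cxcr3 (0.101). Ifng stood at 8.40 in untreated C1 and 7.40 in untreated B1, above the T-PNU mean. In trastuzumab E2 and B3 it stood at 7.64 and 7.04. Among the samples shown, trastuzumab H2 stood at 7.70, above the highest T-PNU value of 7.36 in D2. The other trastuzumab samples shown lay between 5.86 and 6.86. Il10 and Il6 had log2 fold changes of -0.065 and 0.30 over the 24 samples.

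**Figure D3:**
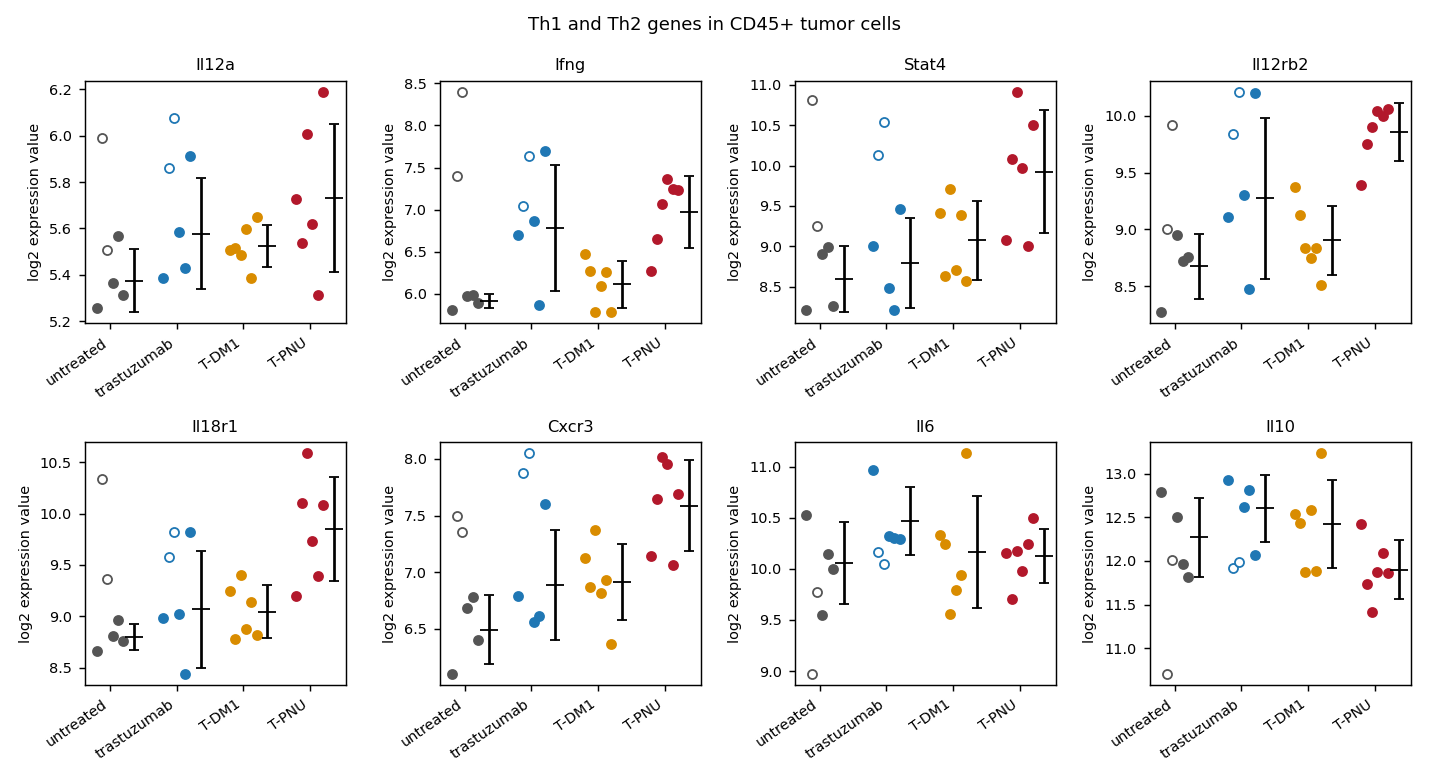
Log2 expression values of these genes, one point per mouse by treatment, with open points for the 4 samples that the heatmaps do not label and bars for the mean and SD of the samples shown. Ifng lies between 5.81 and 5.99 in the untreated samples shown, and at 7.40 and 8.40 in the 2 left out.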

Within these pathways the T-PNU samples formed a distinct cluster separate from untreated, trastuzumab and T-DM1 treated samples and showed a Th1-driven response with the upregulation of IL12α, IFNγ, STAT4, IL12Rβ2, IL18R1, CXCR3, CCR5 and downregulation of Th2-associated chemokines IL6 and IL10 (Fig. 3b, Fig. 4c-e, Additional file 1: Figure S4 and S5B-D). Lastly, using MiXCR, we extracted complementarity determining region (CDR3) clonotype information from RNA-seq data [27] and found that T-PNU samples have higher numbers of infiltrating T cells based on TCRβ CDR3 occurrence (Fig. 4f). The T-PNU cohort contained on average almost 5 times more unique TCRβ CDR3s than non-T-PNU samples (130.0 ± 124.0 vs 28.0 ± 27.4 CDR3s, respectively). The numbers of unique TCRβ CDR3 clones (diversity, clone count) correlated with the numbers of total CDR3 transcripts (sequence abundance, read count) detected per sample suggesting that minimal clonal expansion occurred in the T-PNU treated cohort. Thus, while in vitro and in vivo data indicated HER2-dependent effects (Additional file 1: Figure S1B, S2), T cell responses are oligoclonal on a repertoire level and show no clonal focus to a particular target. Overall, the higher number of clonally diverse infiltrating T cells highlights the importance of the T cell response for tumor protection.

**Fig. 4:**
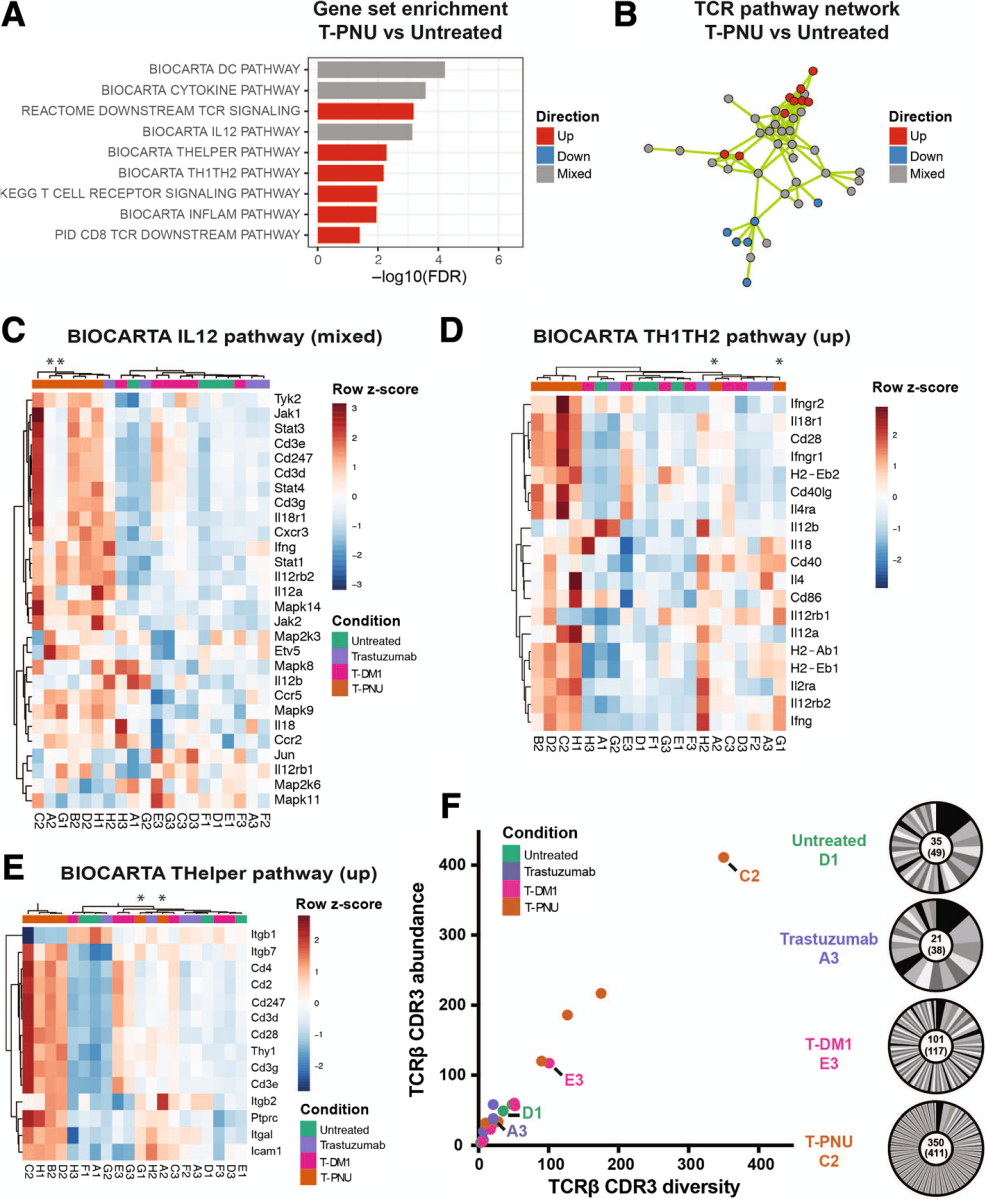
The T-PNU anti-tumor response consists of infiltrating and activated T cells. **a**, Gene set enrichment analysis of gene sets involved in T cell activation. Depicted is T-PNU vs. untreated. FDR: false discovery rate. **b**, Network cluster of gene sets with overlapping genes with TCR pathway function. The network includes 22 gene sets and 5448 genes (see Additional file 1: Table S1). **c-e,** Heatmaps of selected BIOCARTA THELPER, IL12 and TH1TH2 pathway gene sets, respectively (see Additional file 1: Figure S5 and S6 for more gene set heatmaps). **f**, MiXCR TCRβ CDR3 clonotype analysis. TCRβ CDR3 diversity (unique clones) plotted against TCRβ CDR3 abundance (read count). Donut plots depict clonotype distribution for one selected sample per cohort

To further validate the RNA-seq analysis, we used flow cytometry to analyze the intra-tumoral immune cell subsets between the different treatment arms. 

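In the RNA of the CD45+ tumor cells, Gzmb, Ctla4 and Tigit were higher in T-PNU than in untreated samples over the 20 samples, and Mki67 was lower. These libraries hold all CD45+ cells, so the values are not those of CD8 T cells alone. Gzmb, which encodes granzyme B (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260), stood at 11.6 ± 0.40 (SD, n = 6) with T-PNU and 10.3 ± 0.31 (SD, n = 4) untreated, a log2 fold change of 1.27 (standard error 0.23, limma adjusted p = 0.00274). Tigit (ENSMUSG00000071552, chromosome 16, 43648867 to 43664146) had a log2 fold change of 1.05 (standard error 0.17, adjusted p = 0.00184). For both genes, all 6 T-PNU values lay above all 4 untreated ones (two-sided exact permutation test, p = 0.00476, the smallest that 6 against 4 samples allow). Ctla4 (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832) had a log2 fold change of 1.17 (standard error 0.32, adjusted p = 0.0127), which no longer passed 0.05 without untreated sample A1 (adjusted p = 0.0551). Mki67, which encodes Ki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), stood at 12.7 ± 0.34 (SD, n = 6) with T-PNU and 13.3 ± 0.23 (SD, n = 4) untreated, a log2 fold change of -0.61 (standard error 0.14, adjusted p = 0.00720), with 5 of the 6 T-PNU values under every untreated value. T-DM1 samples stood at 12.6 ± 0.14 (SD, n = 6). Over the 24 samples the log2 fold changes were 0.88 for Gzmb (adjusted p = 0.0913), 0.75 for Tigit (0.0719), 0.63 for Ctla4 (0.311) and -0.50 for Mki67 (0.0664). Adjusted over the list of 4 genes alone, Gzmb (0.00835), Tigit and Mki67 (0.00391 each) passed over the 24. The exact permutation test over the 24 gave p = 0.0476 for Gzmb and 0.0152 for Tigit. Gzmb stood at 12.4 in untreated C1 and 10.6 in untreated B1.

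**Figure D4:**
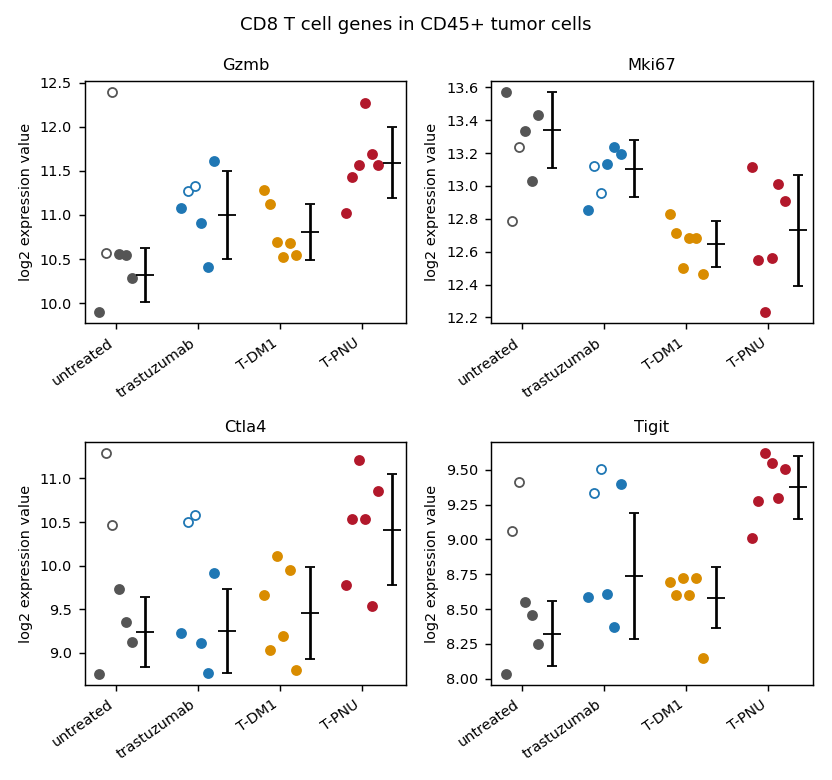
Log2 expression values of Gzmb, Mki67, Ctla4 and Tigit, one point per mouse by treatment, with open points for the 4 samples that the heatmaps do not label and bars for the mean and SD of the samples shown. Gzmb averages 11.6 with T-PNU and 10.3 in the untreated samples shown, and Mki67 12.7 and 13.3.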

After T-PNU treatment CD8 T cells were significantly increased in numbers and exhibited a higher functionality with increased expression of Granzyme B, Ki67, CTLA-4 and TIGIT, which were also found to be upregulated within the RNA expression data (Additional file 1: Figure S6A, B). Furthermore, CD8 T cells produced increased levels of TNFα and IFNγ in T-PNU treated animals supporting a crucial role for CD8 T cells in T-PNU-mediated tumor rejection (Additional file 1: Figure S6A, B).

Overall, we show on a transcriptomic, clonal and proteomic level the important role T cells play in the T-PNU anti-tumor response, which relies on increased number of oligoclonal T cells sharing Th1 as well as activated CD8 T cell signatures.

### CD8 T cells establish T-PNU mediated anti-tumor protection

Next, we tested the functional role of CD8 T cells for T-PNU therapeutic efficacy by depleting CD8 T cells using neutralizing anti-CD8 antibodies in tumor re-challenge experiments. The co-administration of neutralizing anti-CD8 antibodies severely reduced T-PNU anti-tumor protection and overall survival (Fig. 5a,b) suggesting that T-PNU activates an anti-tumor immunity an suppresses tumor growth through the recruitment of CD8 positive T cells at tumor site which are actively involved in tumor clearing.

**Fig. 5:**
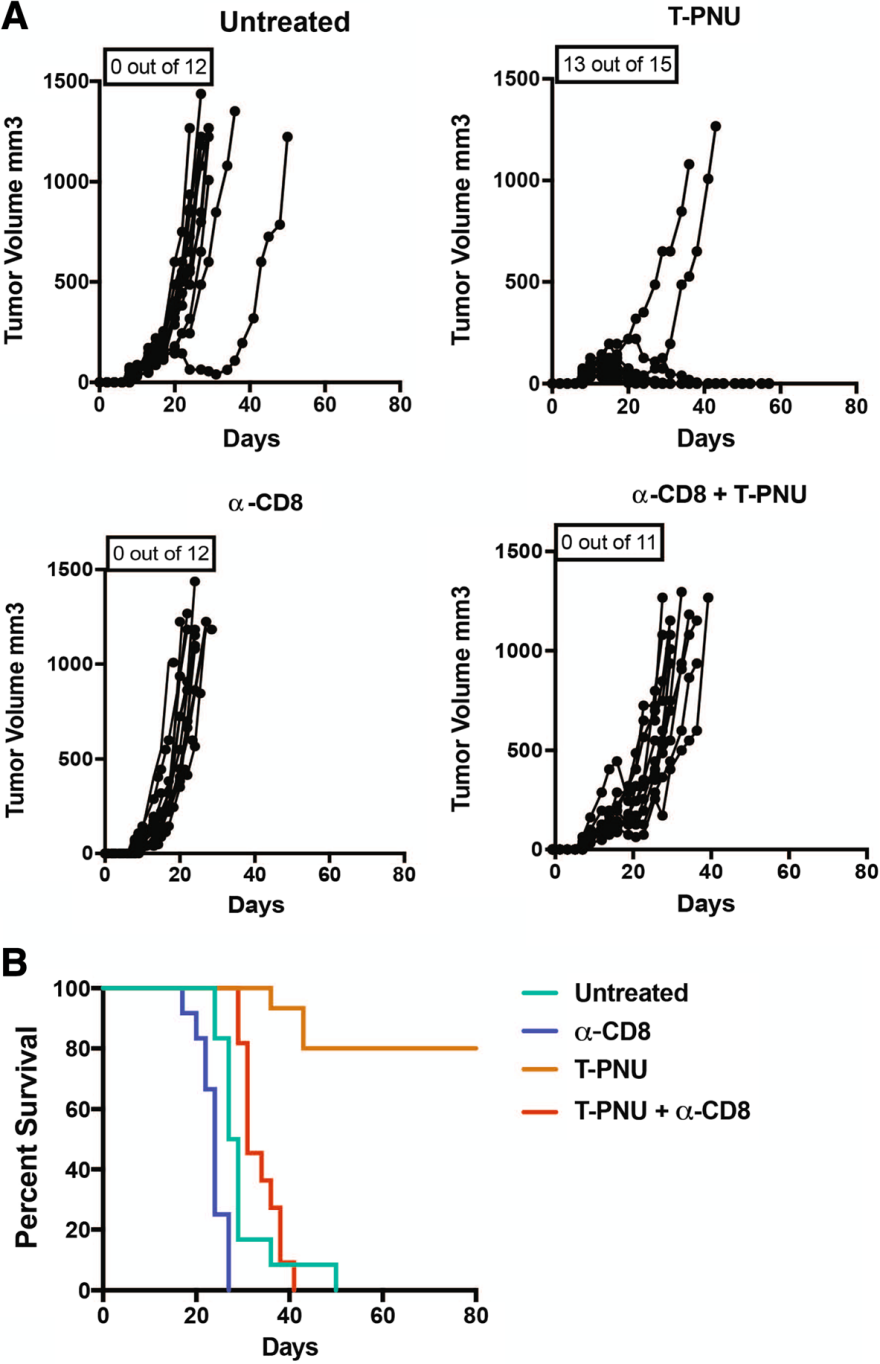
T-PNU anti-tumor protection is CD8 T cell-dependent. **a**, Tumor growth curves of EMT6-hHER2 tumor-bearing animals upon treatment with T-PNU (1 mg/kg, 2x), α-CD8 (10 mg/kg), or α-CD8 followed by T-PNU treatment, *P*-value < 0.0001 *** (Gehan-Breslow-Wilcoxon Test). **b**, Overall survival curves of **a**

### T-PNU ADC induces long-lasting tumor-type specific anti-tumor immunity

To further validate the specificity of the anti-tumor immunity and associated T cell responses upon T-PNU treatment, we next re-challenged T-PNU ADC treated animals with complete tumor regression by injection of the same tumor cells expressing hHER2, i.e. EMT6-hHER2, or the parental EMT6-WT or another murine breast cancer cell lineTS/A Thy1.1, both of which not expressing the human HER2 antigen (Fig. 6a). While EMT6-WT and TS/A Thy1.1 re-challenged mice rapidly developed tumors (Fig. 6b-d), EMT6-hHER2 re-challenged animals were completely protected from tumor development (Fig. 6b, d). This finding clearly demonstrates that the anti-tumor immunity induced by T-PNU ADC treatment is largely specific for the original hHER-2 expressing tumor cell line cleared upon T-PNU treatment, but not for other breast cancer cell lines. This indicates that T-PNU treatment led to the formation of a specific immunological memory.

**Fig. 6:**
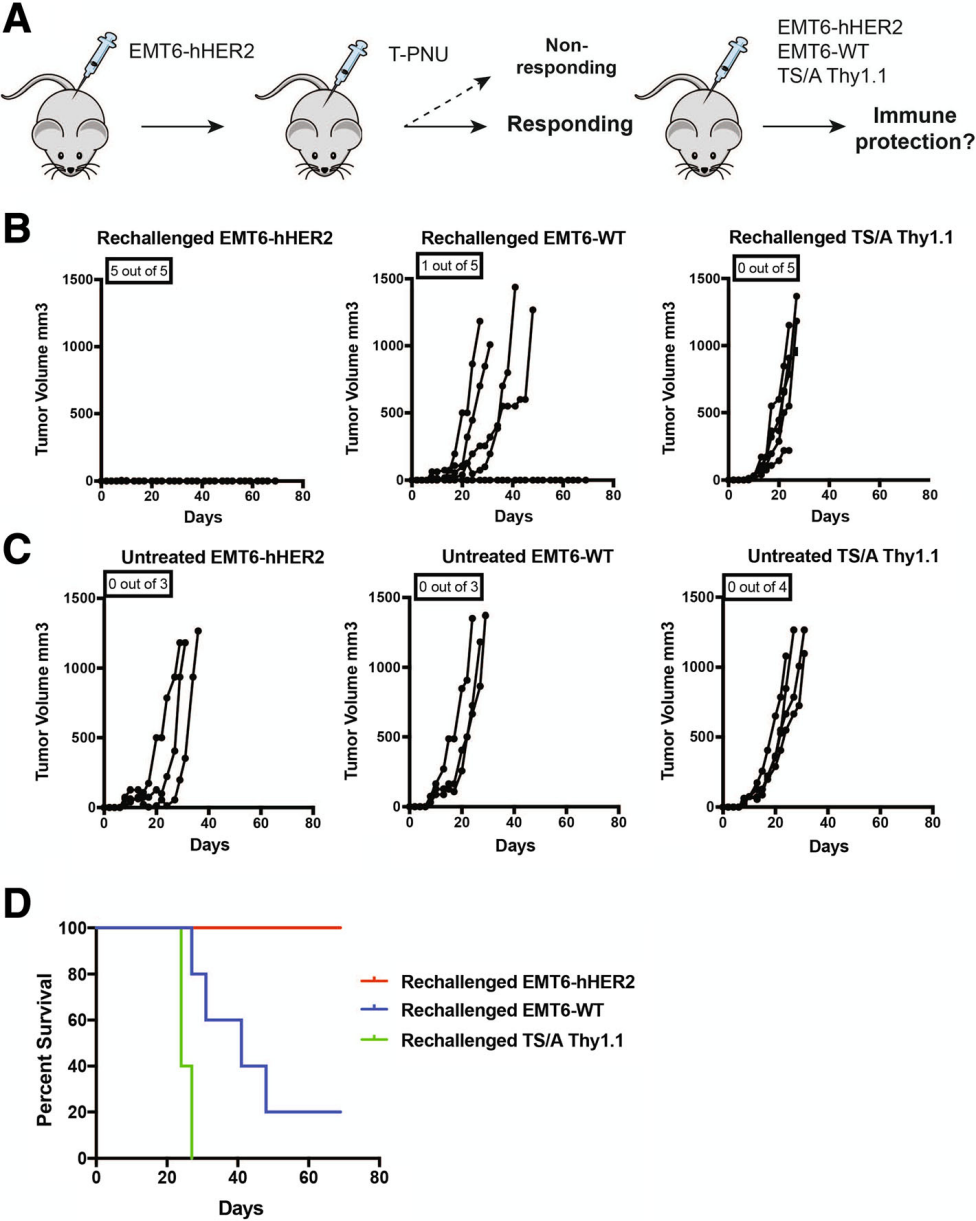
T-PNU promotes long-lasting immune protection. **a**, Outline of a representative rechallenge experiment. **b**, EMT6-hHER2 tumor-free animals after T-PNU treatment were rechallenged with EMT6-hHER2, EMT6-WT and TS/A Thy1.1 cancer cells. P-value < 0.0005 *** (Gehan-Breslow-Wilcoxon Test). **c**, Tumor growth of untreated controls. **d**, Overall survival curves of **b** and **c**

### T-PNU induced tumor infiltration by CD8^+^ T cells sensitizes breast cancer to immune checkpoint therapy

Our data highlight a critical role of CD8^+^ T cells for T-PNU mediated tumor control. In addition, T-PNU strongly activates T cells inducing an increased IFNγ up-regulation. Since IFNγ is known to induce PD-L1 expression, we assessed potential therapeutic benefits of a combination therapy consisting of T-PNU and PD1 blocking antibodies. Of note, our previous results showed high tumor clearance with T-PNU treatment with a tumor size of 80 mm^3^. In order to better study the effects of combination efficacy, we here allowed tumors to grow to a size of 150–200 mm^3^. Once tumors reached this volume, animals were treated with T-PNU and α-PD1 blocking antibodies. While α-PD1 or T-PNU therapies were largely ineffective at controlling these larger tumors, the combination of T-PNU with α-PD1 signicantly increased the percentage of cured animals (Fig. 7a, b), which provides the rationale for a novel combined strategy in a clinical setting.

**Fig. 7:**
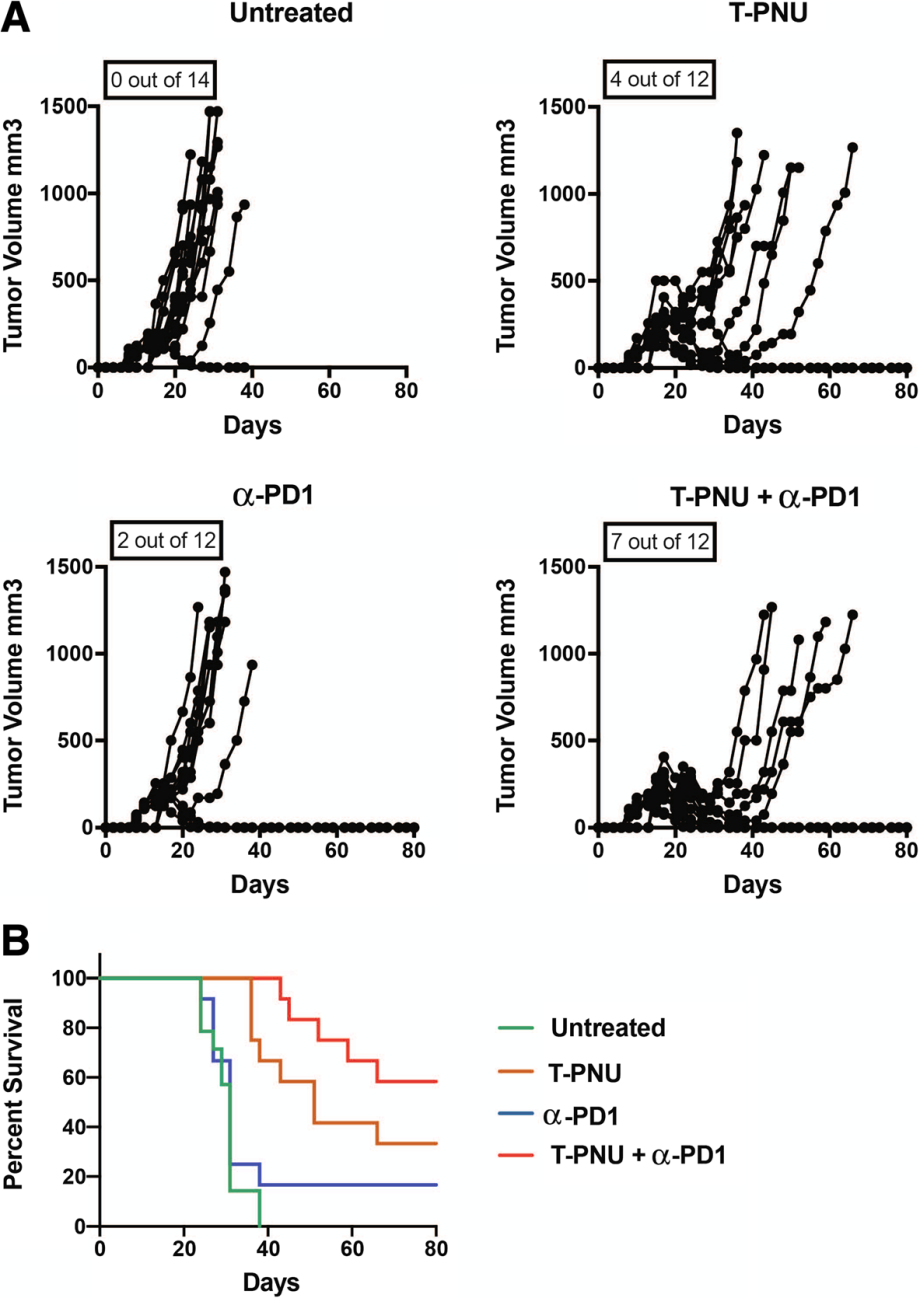
T-PNU treatment in combination with checkpoint inhibitor therapy. **a**, Therapeutic response of EMT6-hHER2 animals with a tumor volume of 150–200 mm^3^ following treatment with T-PNU (1 mg/kg, 2x) alone, α-PD1 alone (12.5 mg/kg) or their combination (T-PNU + α-PD1) *p*-value< 0.0001*** (Gehan-Breslow-Wilcoxon Test) in between all the survival curves. **b,** Survival curves of **a**

## Discussion

Targeted cytotoxic therapies, such as ADCs, which specifically recognize tumor-associated surface antigens (TAA), have become an invaluable tool within current anti-cancer medicines. However, despite the very promising therapeutic efficacy of ADCs armed with microtubule-destabilizing warheads, resistance, either intrinsic or acquired, remains a clinical challenge in the management of patients. Important factors include, but are not limited to, low TAA expression, poor internalization and/or inefficient trafficking of the ADC complex, as well as expression of drug efflux pumps and/or multi-drug resistance transporters [30]. One important mechanism of T-DM1 resistance has recently been identified and traced to impaired lysosomal proteolytic activity in T-DM1 resistant cancer cells derived from HER2-positive patients [31].

To further improve ADC efficacy and to overcome resistance mechanisms, considerable effort has been made to develop HER2-targeting ADCs with novel, highly potent cytotoxic payloads that act via mechanisms beyond microtubule disruption. Here, we describe for the first time the therapeutic activity of a trastuzumab-based, HER2-targeting ADC incorporating a derivative of a novel anthracycline payload PNU-159682 (short T-PNU) in an orthotopic, syngeneic murine breast cancer model. The EMT6-hHER-2 breast cancer cells expressing human HER2 is unresponsive to both trastuzumab and T-DM1 treatment. Our in vivo data strongly support the anti-tumoral efficacy of the T-PNU ADC as a single dose administration resulting in a complete ‘cure’ in more than 80% of tumor bearing animals. For therapeutic efficacy, HER2-targeting of the PNU payload is strictly required as neither trastuzumab, free PNU or mitoxantrone alone were able to prevent tumor growth. These results fully support the concept that by modifying the linker technology and improving the type and potency of the payload, it will be possible to generate novel ADC based therapies, which are capable of overcoming the limitations of current standard of care treatments.

Although anthracyclines are known as ICD inducers, the identification of ICD properties for T-PNU was essential to fully characterize the immune-modulatory properties of our novel compound. In this regard Rios-Doria J et al. recently reported that two different pyrrolobenzodiazepine and tubulysin-based ADCs affect tumor growth through ICD [32] leading to potent anti-tumor effects due to the stimulation of the immune system.

The clinical successes of immunotherapeutic strategies, such as checkpoint blockers, has shifted the general focus from simple drug-tumor cell interactions towards the more complex drug-tumor-immune cell interactions. However, investigation of the interplay between cancer and immune cell poses a considerable challenge owing to the evolving and heterogeneous nature of these two multicellular systems. There is a need to further dissect these complex interactions to identify predictive biomarkers, develop novel drugs, and provide mechanistic insights to support clinical decision making. We therefore performed a comprehensive characterization of the “Cancer Immunome” on the gene, gene set, gene set network, cell type and TCRβ clonotype level by next-generation mRNA sequencing. This allowed us to identify the major immunological contributors to T-PNU’s anti-tumor efficacy. T-PNU treatment-responding samples consistently clustered apart from non- or low-responsive untreated control, trastuzumab- and T-DM1-treated samples when assessed for overall gene expression, immune signatures, immune pathways and TCR clonality. In particular, an immune phenotype gene panel displaying upregulated genes of the adaptive arm of the immune system indicated a critical role of T cells in the T-PNU response. Gene set and pathway analysis revealed a particular T cell and inflammatory response in the high-responding T-PNU samples. These results suggest that targeted T-PNU therapy elicits profound changes in the tumor environment that allows homing and activation of T cells resulting in a strong cytotoxic anti-tumor response resulting in the induction of a long-lasting and potent anti-tumor immunity. The significance of CD8^+^ T cells in the establishment and maintenance of anti-tumor immunity was conclusively demonstrated by CD8^+^ T cell depletion in tumor re-challenge experiments which completely abrogated the anti-tumor immunity induced by T-PNU treatment. The involvement of CD8+ T cells and the formation of a tumor cell type specific immunological memory in tumor re-challenge experiments differs from immune-checkpoint inhibitor blockade, which generally activates a T cell response and which can lead to systemic auto-immune related side effects that may require discontinuation of treatment. The tumor-type specific anti-tumor immunity holds the promise that such unwanted side effects cause by a systemic and general activation of T cell responses by Immune checkpoint inhibitors may not occur upon translation into clinical applications.

Antibodies targeting the PD1-PDL1 axis have substantial clinical activity in different tumors and mediate durable tumour remissions [33]. Yet, only a minority of patients benefit from PD-(L)1 blockade, likely those whose tumors are pre-infiltrated by T cells. Here, our data strongly support a T cell dependence and the efficacy of the combination with PD1 blocking antibodies is achieved through non-redundant but complementary mechanisms: T-PNU augments T cell infiltration into the tumor by inducing tumor-specific, adaptive anti-tumor immunity, whereas PD1 blockade reinvigorates exhausted T cells. Similar therapeutic benefit has been observed with other chemotherapies [19, 20, 34]. Importantly, using suboptimal yet therapeutically active doses of T-PNU, our data further suggest that checkpoint inhibitors are capable to boost the anti-tumor activity of ADCs while these sub-curative doses may lead to a better tolerability of ADCs. Most notably, it can be expected that the synergistic effects of T-PNU ADCs with immune-checkpoint inhibitors may lead to a reduction of the dosing regimen of both therapeutics modalities below the effective doses of each of the drugs when used in mono-therapy. This can be expected to lead to a reduction of dose-limiting toxicities of the individual treatments.

In conclusion, this report describes the mechanism of anti-tumor immunity and long-lasting tumor protection of the novel T-PNU ADC composed of the backbone antibody trastuzumab site-specifically conjugated to a derivate of the highly potent anthracycline PNU-159682 by a non-cleavable peptide linker. Strikingly, in a breast cancer model unresponsive to trastuzumab and T-DM1, T-PNU is capable of overcoming the resistance by inducing a strong anti-tumor potency in vitro and efficacy in vivo. Furthermore, the immunostimulatory properties of T-PNU profoundly reshape the transcriptional and immunogenomic profile within the tumor micro-environment leading to the development of a long-lasting anti-tumor immunity and immune protection from subsequent tumor challenge. Finally, enhanced anti-cancer activity through combination with α-PD1 treatment hints to a promising strategy to render tumors sensitive to checkpoint blockade therapy by treatment with ADCs carrying an anthracycline payload.

## Additional file

Additional file 1: **Figure S1** Generation of a murine EMT6-hHER2 breast cancer cell line. **A**, Human-HER2 expression in EMT6-hHER2 or EMT6-WT tumor cell line determined by FACS. **B**, H&E (top panel) and 〈-hHER2 (bottom panel) immunohistochemical staining of orthotopic EMT6-WT and EMT6-hHER2 tumors. **C**, Cell proliferation assay showing EMT6-WT and EMT6-hHER2 growth inhibition after T-PNU or T-DM1 treatment in vitro. **Figure S2** Trastuzumab, free PNU or mitoxantrone treatment is ineffective in promoting EMT6-hHER2 tumor growth inhibition. **A**, Therapeutic response of EMT6-hHER2 tumors exposed to T-PNU (1 mg/kg, 2x), free PNU (6 and 8 μg/kg, 2x), trastuzumab (20 mg/kg, 4x, once per week) and mitoxantrone (4 mg/kg 1x). **B**, Survival curves of **A**. **Figure S3** T-PNU samples cluster apart from untreated, trastuzumab and T-DM1 treated samples based on gene expression. **A**, Sample similarity in a 2D projection by multi-dimensional scaling. Only the top 1000 differentially expressed genes (DEGs) are taken into account. **B**, Heatmap of the gene expression vs sample matrix. Displayed are custom selected genes plus the top 1000 DEGs (rows) of all samples (columns). **Figure S4** Heatmap PID CD8 TCR downstream pathway. **Figure S5** Gene signatures of innate immune and cytokine pathways. **A**, Network cluster of gene sets with overlapping genes with shared function of inflammatory pathway. The network includes 36 gene sets and 7551 genes (see **Table S2**). **B-D**, Heatmaps of BIOCARTA inflammatory, dendritic cell (DC) and cytokine pathway, respectively. Asterisks denote low-responding T-PNU samples. **Figure S6** Characterization of intratumoral T cells upon treatment. *p ≤ 0.05, **p ≤ 0.01. **A**, MvA plot depicting expression and effect size of selected key immune genes. **B**, Validation by FACS of selected CD8 T cell markers of functional activation and proliferation identified in **A** in between the comparisons. **Table S1** Gene sets of network TCR pathway. **Table S2** Gene sets of network activated TLR pathway.

How the deposited data were processed for this re-analysis (not part of the article)

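RNA-seq of CD45+ cells enriched from EMT6-hHER2 tumors was analysed for 24 mice, 6 untreated and 6 each treated with 1 dose of trastuzumab, T-DM1 or T-PNU, with 1 library per mouse. The authors aligned the reads with STAR, counted reads per gene with featureCounts, removed genes with a low average count, assigned symbols with the org.Mm.eg.db package and compared groups with DESeq2. The values used here are normalized for library size and on a log2 scale, as the authors made them, for 16996 genes. The paper's text does not name the transformation. Within a sample almost no 2 genes share a value, as in log2 values shrunken gene by gene, and log2 fold changes taken from shrunken values can be smaller than those from counts. Counts were not recovered, so the depth per sample is unknown and no count model was run. Of the gene identifiers, 99.6% were found in GENCODE M21 on GRCm38, which gave positions, lengths and GC content. The paper's text does not state the genome build, and the values do not depend on it here.

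The 20 samples labelled in the heatmaps were the first choice, 4 untreated (A1, D1, E1, F1), 4 trastuzumab (F2, G2, H2, A3), 6 T-DM1 (C3 to H3) and 6 T-PNU (G1, H1, A2, B2, C2, D2). All 24 samples, with untreated B1 and C1 and trastuzumab E2 and B3, were the first alternative. These choices, the tests, the comparisons and the rule for naming genes were set before the data were examined. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with all 4 groups in one fit and no covariate. Genes were counted at a false discovery rate under 0.01 and a fold change above 2, the paper's thresholds, and single genes and sets were read at an adjusted p under 0.05. Sets were tested with fry, and with camera at a correlation between genes of 0.01 or an estimated one. Adjustment was over all genes, over the 6 cell types of the phenotype panel or over the 3 BIOCARTA sets. The separation of T-PNU samples was measured over the 1000 most variable genes as the share of squared distance between samples that the division into T-PNU and other samples accounts for, with an exact permutation test. Samples were clustered by average linkage on Euclidean distance. Single genes and list levels were also compared by two-sided exact permutation tests, whose smallest p is 0.00476 for 6 against 4 samples. A list level is the mean deviation of its genes from their averages over the 24 samples.

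Genes named are those in the paper's text, the largest and the smallest log2 fold change in each panel or set, and the 5 largest rises and 5 largest falls over all genes among those past both thresholds that had a symbol, a mean above the median of all genes and T-PNU values all on one side of the untreated ones. Some genes that this rule covers are not reported here. Panel and set members were read from the heatmap labels. Alternatives were all 24 samples, quantile normalization, genes with a mean above the median, fits of only the 2 groups compared, sample weights, a false discovery rate of 0.05 with no fold change threshold, both camera settings, other choices of genes for the separation, and each replicate left out in turn. Fits that add 1 of the 4 left-out samples to the 20 were chosen after seeing the data.

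For the closing observations, 9 lists of marker genes were written before the data were examined (B cells and naive lymphocytes of lymph nodes, lymph node stroma, non-immune tumor and stromal cells, effector CD8 T cells, adipose and muscle, red blood cells, proliferation, neutrophils, and macrophages and monocytes). The other 4 (pan T cells, B cells, naive T cells and sterol synthesis) were chosen after the data had been seen, the last because Sqle and related genes stood among the largest falls. Of the list genes, 7 had no values. Trends with GC content or transcript length were removed per sample by a loess curve with a span of 0.3. Where more than 100 other splits of the samples were possible, 100 were drawn, the real one included. The steps were tested on simulated data with known changes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. TCR clonotypes, flow cytometry and the other gene sets were not analysed here.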

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

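In this part, 3 tests were chosen only after the result was seen, those of T and B cell genes across the samples without T-PNU, of macrophage genes in T-PNU samples and of sterol synthesis genes in untreated sample C1.

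In 4 of 92 groups of samples, one sample lay far from the others of its group. Chance gives about 5% of groups, so 4 are no more than chance would give. Trastuzumab sample A3 had an Il6 value of 10.97, with the other 3 between 10.29 and 10.32. T-DM1 sample H3 had a Tigit value of 8.15, with the other 5 between 8.60 and 8.72. The macrophage genes of the phenotype panel stood at a mean deviation of -0.26 in T-PNU sample C2 and between 0.065 and 0.24 in the other 5 T-PNU samples. The granulocyte genes stood at -0.48 in untreated sample A1 and between -0.15 and -0.10 in the other 3 untreated samples shown. No biological explanation was tested for these samples.

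Of the 4 samples that the heatmaps do not label, 3 had high levels of genes of B cells and naive lymphocytes. The 12 genes stood at 1.68 in untreated B1, 1.71 in trastuzumab E2 and 1.30 in trastuzumab B3, against -0.78 ± 0.93 (SD, n = 4) in the untreated and -1.01 ± 0.45 (SD, n = 4) in the trastuzumab samples shown. T-PNU samples ranged from -1.27 in G1 to 2.01 in C2. The high-responding samples H1, B2, C2 and D2 stood at 1.40, 1.11, 2.01 and 1.01, and the low-responding A2 at -0.16, so the list followed the paper's division. The list had a median log2 fold change of 1.45 between T-PNU and untreated samples (fry in limma, adjusted p = 0.0369 over 13 lists), with 12 of 12 genes higher. Over all 24 samples the median was 1.01 (adjusted p = 0.177). The two-sided exact permutation test of the list level did not pass over the 20 samples (p = 0.0952, adjusted p = 0.122 over 23 lists). None of the 12 genes is in the paper's panels, 11 are in another list, and the most abundant, Ccr7, averaged 12.4 and had a log2 fold change of 1.50. After trends with GC content or transcript length were removed the median was 1.44 or 1.45, and with quantile normalization 1.41, so these argue against a technical trend or the authors' scaling as the whole cause. Fewer tumor cells would have raised every immune cell type alike, but the 9 macrophage and monocyte genes had a median of 0.087, from -0.087 to 0.35, while the lowest of the 12 genes was at 0.89. Over the 18 samples that had no T-PNU, the levels of T cell and B cell genes rose together (Pearson r = 0.916, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 8e-05 over 24 relations), with r = 0.880 without B1 and E2. Within groups of 6, r was 0.878 in untreated (adjusted permutation p = 0.0637), 0.969 in trastuzumab (0.0111), 0.932 in T-DM1 (0.0333) and 0.864 in T-PNU samples (0.0638). It fell to 0.448 in untreated samples without B1 and A1 and to 0.324 in T-PNU samples without G1 and A2. A candidate explanation is lymph node cells carried along with some tumors. B cell genes also rose with Glycam1, taken here as a marker of lymph node vessels (r = 0.895 over the 18 samples). Within T-PNU samples that r was 0.936 (adjusted permutation p = 0.00667), and 0.946 without G1 and A2. Glycam1 averaged 5.10 in untreated and 7.17 in T-PNU samples shown, both under the lowest sample median of 8.73. Glycam1 is one of the 3 lymph node stroma genes with values, which as a list did not pass (median 0.59, adjusted p = 0.0726) and stood at 1.42 in E2 and 1.07 in B3 but at -0.51 in B1. Lymphocytes that entered the tumor together, after treatment or without it, would give the same relations and stay open.

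Untreated sample C1 had the highest level of effector CD8 T cell genes of the 24 samples, 1.05, against -0.54 ± 0.17 (SD, n = 4) in the untreated samples shown and 0.36 ± 0.28 (SD, n = 6) in T-PNU samples, while its B cell and naive lymphocyte genes stood at -0.56. The list had a median log2 fold change of 0.92 between T-PNU and untreated samples (fry in limma, adjusted p = 0.000792), with 10 of 10 genes higher, and 0.59 over all 24 samples (adjusted p = 0.0647). Of the 10 genes, 3 are in the paper's panels, and the most abundant, Havcr2, hardly changed (0.02). The median was 0.92 with the GC trend removed and 0.93 with the length trend removed. With the level of B cell and naive lymphocyte genes in the fit it was 0.87 (fry in limma, adjusted p = 0.00349 over 15 such fits), which argues against lymph node cells as its source. When C1 joins the untreated group, 0 genes pass both thresholds, and when B1 does, 70. Over all 24 samples with the lymphocyte level in the fit, 0 genes passed as well, with 3261 at an unadjusted p under 0.05, but the same term also lowered the count over the 20 samples from 162 to 10, so whether lymph node cells explain the loss stays open. A mislabelled sample and an untreated mouse with an immune response of its own cannot be told apart for C1. Its sterol synthesis genes stood at -0.66, beside a lowest T-PNU value of -0.65 and a lowest untreated value shown of 0.25, but trastuzumab sample E2 stood at -0.47 without T-PNU.

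The genes of sterol synthesis, a pathway the paper does not discuss, were lower in T-PNU samples. Of 16 genes, 15 were lower with a limma adjusted p under 0.05, with a median log2 fold change of -0.91 (fry, adjusted p = 1.76e-06). The list was drawn up because Sqle and related genes were among the largest falls, so part of it was chosen for the pattern. All 6 T-PNU samples, from -0.65 to -0.37, lay under all 14 others of the heatmaps (two-sided exact permutation test, p = 2.58e-05). The means were 0.32 ± 0.066 (SD, n = 4) untreated, 0.28 ± 0.21 (SD, n = 4) with trastuzumab, 0.30 ± 0.14 (SD, n = 6) with T-DM1 and -0.50 ± 0.12 (SD, n = 6) with T-PNU. Over all 24 samples the median was -0.67 (adjusted p = 0.0149), and B3 stood at -0.24. None of the genes is in the paper's panels. The median was -0.90 with the GC trend removed, -0.91 with the length trend removed, -0.78 with the level of B cell and naive lymphocyte genes in the fit and -0.70 with that of tumor and stromal genes, so none of these accounts for it as a whole. With the correlation between genes estimated by camera the list did not pass (adjusted p = 0.108). Lower sterol synthesis in the immune cells of T-PNU tumors may be an explanation, as a hypothesis found and tested on the same data. A shift between immune cell types with different levels of these genes was not tested, and the order of handling cannot be separated from treatment, because the mice of each group have consecutive numbers.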

How the results depend on the processing

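The alternatives were set before the data were examined, except where stated. The fry call for the immune panel and the exact test for the separation of T-PNU samples passed 0.05 under every alternative run for them. The panel median ran from 0.57 to 0.89 and the separation from 0.139 to 0.575. For the separation, 1 alternative took the 1000 genes with the smallest p over the 4 groups. These genes were chosen for differing between groups, so that alternative, though within the range, cannot test the separation. The fry calls for the 3 BIOCARTA sets held under all alternatives but one, camera with an estimated correlation, which left THelper at 1.43 (adjusted p = 0.0944), TH1TH2 at 0.58 (0.0944) and IL12 at 0.31 (0.0724) above 0.05. In that setting 0 cell types of the phenotype panel passed, and 3 with a preset correlation of 0.01. For the 3 BIOCARTA sets, in the same order, the estimated correlation was 0.469, 0.272 and 0.118, above the preset value, which widens their null spread.

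With all 24 samples, 0 genes differed between T-PNU and untreated (4218 at an unadjusted p under 0.05), 0 between T-PNU and trastuzumab (3308) and 26 between T-DM1 and untreated samples. In the immune panel 4 genes passed upward, in the phenotype panel 3 cell types, and 0 of the T helper genes (3 at an unadjusted p under 0.05) and 0 of the CD8 T cell genes (3) named in the text when adjusted over all genes. Of the 35 other results, 25 were weaker and 10 the same. Both smaller log2 fold changes and larger standard errors went with this, since the 162 genes kept a median 0.711 of their log2 fold change.

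With quantile normalization the median log2 fold change of all genes moved from 0.018 to -0.021, 140 genes passed both thresholds in both settings, and Il12b turned to -0.020. Among genes with a mean above the median the counts were 99 between T-PNU and untreated, 58 against trastuzumab, 206 against T-DM1 and 3 between T-DM1 and untreated samples, with 41 immune panel genes higher, 34 past 0.05, 40 above their average in the high-responding samples, 3 cell types and 3 T helper genes passing. Fewer genes tested explains these lower counts. The B cell genes left had a median of -0.00013. In fits of only the 2 groups compared, 32 genes differed between T-PNU and untreated and 1 between T-PNU and trastuzumab samples, the cause was not tested, and 4 other results were weaker. With sample weights 255 genes were higher and 36 lower in T-PNU than in untreated samples (2.9e+02 together), and the counts were 314 and 230 for T-PNU against trastuzumab and T-DM1, 1 for trastuzumab and 36 for T-DM1 against untreated samples, the cause was not tested, and 3 other results were stronger. At a false discovery rate of 0.05 with no fold change threshold the counts were 5279, 4765 and 6781 for T-PNU against untreated, trastuzumab and T-DM1, 0 for trastuzumab (865 at an unadjusted p under 0.05) and 341 for T-DM1 against untreated samples, by the looser threshold.

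Without each replicate in turn, the count between T-PNU and untreated samples ran from 12 (without A1) to 498 (without G1), against trastuzumab from 1 (without G2) to 560 (without G1) and against T-DM1 from 185 (without C2) to 537 (without G1). Between trastuzumab and untreated it ran from 0 to 1 (without A3), and between T-DM1 and untreated samples from 6 (without A1) to 15 (without E1). The log2 fold change of Il6 ran from -0.098 (without D1) to 0.23 (without A1) and that of Il12b from -0.11 (without E1) to 0.27 (without A1). Chosen after seeing the data, adding 1 left-out sample to the 20 gave 70 genes between T-PNU and untreated with untreated B1, 0 with untreated C1, 50 with trastuzumab E2 and 133 with trastuzumab B3. The pseudocounts of 0.1 and 10 were not run because the values are already on a log2 scale, and a count model was not run because whole reads could not be recovered. No paired analysis was possible because no replicate numbers are shared between groups. The depth is unknown, so how far it limits these results cannot be given.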

Differences from the paper's values

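The labels of Fig. 3B read as 81 genes, and 67 of them lay above their average in the high-responding samples, beside the paper's 66 of 80. Among genes with a mean above the median the number was 40, because fewer genes remained.

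The paper states that Ki67 rose at the RNA level. Mki67 had a log2 fold change of -0.61 (limma adjusted p = 0.00720) between T-PNU and untreated samples, and it was negative under all 15 alternatives, from -0.72 to -0.50 with adjusted p from 0.000403 to 0.0664.

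The paper states that Il6 and Il10 fell. Il6 had a log2 fold change of 0.070 (limma adjusted p = 0.841), from -0.098 to 0.30 over its alternatives with adjusted p from 0.418 to 0.993, and was negative only without untreated D1 or T-PNU H1. Il10 had one of -0.37 (adjusted p = 0.263), with adjusted p from 0.144 to 0.895 over its alternatives. Over the 20 samples, mean Il10 was 11.9 ± 0.34 (SD, n = 6) with T-PNU. It was 12.6 ± 0.38 (SD, n = 4) with trastuzumab and 12.4 ± 0.51 (SD, n = 6) with T-DM1. Mean Il6 was 10.1, 10.5 and 10.2 in the same order. Against these groups the T-PNU means lay in the paper's direction, but no test of these differences is given here.

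The paper states that Il12a rose. It was higher without passing 0.05 over all genes (limma adjusted p = 0.0589). It passed adjusted over the list alone (0.0300), with sample weights (log2 fold change 0.28, adjusted p = 0.0363) and without T-PNU G1 (0.44, adjusted p = 0.0144), within a range of adjusted p from 0.0144 to 0.308.

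The paper states that genes of the BIOCARTA IL12 set went both ways. Of its 28 genes 26 were higher, and 0 were lower with a limma adjusted p under 0.05. Mapk11 was lower past 0.05 with sample weights (log2 fold change -0.21, adjusted p = 0.0244), within a range of adjusted p from 0.0244 to 0.906.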

Other observations

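In this part, the tests of fewer tumor and stromal cells and of an even dilution in the tumor and stromal genes were chosen only after the result was seen, and the rule for how far a median had to fall in the tests with an added term was completed after their results were seen.

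Other splits of the same samples were refitted, 100 drawn for each comparison of T-PNU or T-DM1, the real one included. They use only the 20 samples of the heatmaps, so they cannot test the choice of those samples. As many genes past both thresholds as in the real split came in 2 of 100 splits for T-PNU against untreated, 3 of 100 for T-PNU against trastuzumab, 1 of 100 for T-PNU against T-DM1 and 1 of 100 for T-DM1 against untreated samples. For trastuzumab against untreated samples, with 0 genes and 865 at an unadjusted p under 0.05, all 35 splits gave as many. The largest count in another split was 794 for T-PNU against untreated and 852 against trastuzumab, both above the real counts of 162 and 109, while 95 of the 100 gave 0 genes. A fry p as small came in 1 of 100 splits for the immune panel, 2 for THelper, 2 for TH1TH2 and 1 for IL12, and as many cell types of the phenotype panel in 1.

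Genes of tumor and stromal cells were lower in T-PNU than in untreated samples, with a median log2 fold change of -0.76 (fry in limma, adjusted p = 0.0137) and 14 of 16 genes lower, though not over all 24 samples (-0.47, adjusted p = 0.158). None is in the paper's panels, and the most abundant, Col1a2, averaged 15.3 with a log2 fold change of -0.83. Removing trends with GC content or transcript length gave -0.78 and -0.75, which argues against both as the whole cause. An even dilution of all other transcripts by lymphocytes would move macrophage genes as much, but 13 of the 16 genes fell more than every macrophage and monocyte gene. With the level of B cell and naive lymphocyte genes in the fit the median was -0.48 (fry in limma, adjusted p = 0.102 over 15 such fits), so that a share tied to lymphocytes stays open. Fewer tumor and stromal cells left after the CD45 selection of T-PNU tumors, from smaller tumors or from the selection itself, could lower these genes, but the 11 of 16 that were lower at an adjusted p under 0.05 are the pattern itself and do not test this, so it stays open.

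The 8 cell cycle genes, Mki67 among them, were lower in T-PNU samples, all 8 at a limma adjusted p under 0.05, with a median of -0.64 (fry, adjusted p = 0.00502) and -0.51 over all 24 samples (adjusted p = 0.0217). The most abundant, Top2a, averaged 12.9 with a log2 fold change of -0.66. With the lymphocyte level in the fit the median was -0.35 (fry in limma, adjusted p = 0.0203), which argues against dilution by lymphocytes as the whole cause for the list. With the level of tumor and stromal genes in the fit it was -0.17 (fry in limma, adjusted p = 0.126), so that fewer dividing tumor cells among the sequenced cells may account for part of the fall of the list in T-PNU samples. Mki67 alone had a log2 fold change of -0.41 in both fits and passed in neither (adjusted p = 0.0820 with the lymphocyte level and 0.212 with that of tumor and stromal genes), so that for this gene they do not separate the explanations. T-DM1 samples had Mki67 about as low, at 12.6 ± 0.14 (SD, n = 6), with the highest level of tumor and stromal genes of the 4 groups shown, 0.52 ± 0.11 (SD, n = 6), so low Mki67 was not particular to T-PNU and there came without fewer such cells. The fit with the tumor and stromal level took away most calls, leaving 4 genes past both thresholds, and Gzmb at a log2 fold change of 1.19 (adjusted p = 0.0509). Changes of Mki67 within CD8 T cells cannot be read from these libraries.

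The remaining lists gave these results between T-PNU and untreated samples of the heatmaps, with fry p-values from limma adjusted over the 13 lists. Medians were 0.28 for adipose and muscle (adjusted p = 0.0115, 6 of 6 genes higher), 0.42 for red blood cells (0.357), 0.44 for neutrophils (0.0385, 7 of 7 higher), 0.087 for macrophages and monocytes (0.339), 1.53 for pan T cells (0.0137, 8 of 8 higher), 1.46 for B cells (0.102) and 1.50 for naive T cells (0.0137, 5 of 5 higher). With all 24 samples the adjusted p was 0.158 for neutrophils, pan T cells and naive T cells, which no longer passed, and 0.0217 for adipose and muscle. The paper's panels hold 6 of the 8 pan T cell genes and 4 of the 9 macrophage genes. With the correlation between genes estimated by camera, 0 of the 13 lists had an adjusted p under 0.05 and 1, sterol synthesis, an unadjusted one. The T cell receptor genes Trbc1 and Trbc2 had log2 fold changes of 1.60 (limma adjusted p = 0.0173) and 1.82 (0.0167), and of 1.09 (0.207) and 1.11 (0.254) over all 24 samples. Glycam1 had one of 2.07 (0.0481), Cd74 of 0.69 (0.0111), Ighm of 0.79 (0.0961) and Igkc of 1.12 (0.274), and none of these 4 passed over all 24 samples (0.164, 0.131, 0.474 and 0.670). These 6 genes were chosen after the data were seen.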
